# Transcription-dependent cohesin repositioning rewires chromatin loops in cellular senescence

**DOI:** 10.1038/s41467-020-19878-4

**Published:** 2020-11-27

**Authors:** Ioana Olan, Aled J. Parry, Stefan Schoenfelder, Masako Narita, Yoko Ito, Adelyne S. L. Chan, Guy St.C. Slater, Dóra Bihary, Masashige Bando, Katsuhiko Shirahige, Hiroshi Kimura, Shamith A. Samarajiwa, Peter Fraser, Masashi Narita

**Keywords:** Chromatin analysis, Senescence, Gene regulatory networks, Gene regulation, Chromatin structure

## Abstract

Senescence is a state of stable proliferative arrest, generally accompanied by the senescence-associated secretory phenotype, which modulates tissue homeostasis. Enhancer-promoter interactions, facilitated by chromatin loops, play a key role in gene regulation but their relevance in senescence remains elusive. Here, we use Hi-C to show that oncogenic RAS-induced senescence in human diploid fibroblasts is accompanied by extensive enhancer-promoter rewiring, which is closely connected with dynamic cohesin binding to the genome. We find de novo cohesin peaks often at the 3′ end of a subset of active genes. RAS-induced de novo cohesin peaks are transcription-dependent and enriched for senescence-associated genes, exemplified by *IL1B*, where de novo cohesin binding is involved in new loop formation. Similar *IL1B* induction with de novo cohesin appearance and new loop formation are observed in terminally differentiated macrophages, but not TNFα-treated cells. These results suggest that RAS-induced senescence represents a cell fate determination-like process characterised by a unique gene expression profile and 3D genome folding signature, mediated in part through cohesin redistribution on chromatin.

## Abstract (web summary)

Senescence is a state of stable proliferative arrest. Here, the authors perform Hi-C analysis on oncogenic RAS-induced senescence in human fibroblasts and characterize the changes in the 3D genome folding associated with the senescence-specific gene expression profile, which are mediated in part through cohesin redistribution on chromatin.

## Introduction

Cellular senescence is a program of persistent cell-cycle exit, triggered by diverse stimuli, including genotoxic stress and excessive oncogenic signalling^1^. While senescence plays a role in limiting the propagation of damaged cells, persistence of senescent cells in vivo can have deleterious effects on tissue integrity^2,3^. Ample evidence suggests that this is primarily mediated through the senescence-associated secretory phenotype (SASP). While the composition of SASP can be different depending on cell types and senescence inducers, the major SASP factors, mostly identified in human diploid fibroblast models, include inflammatory cytokines and chemokines and extracellular matrix remodelling factors^3,4^.

Senescence has been linked to dynamic alterations of the chromatin state, through the formation of senescence-associated heterochromatic foci (SAHFs), altered distributions of histone modifications and chromatin accessibility^2,5^ or the appearance of new ‘super-enhancers’^6^. In addition, the three-dimensional chromatin structure of senescent cells has been characterised using Hi-C technologies, mostly in terms of macro-domain structures, such as megabase-sized topologically associating domains (TADs) and larger-scale chromatin organization, A/B compartments, which represent ‘open’ (A) and ‘closed’ (B) chromatin states^7–11^. For example, the first study showed an increase in long-range interaction with a limited alteration in TAD borders during oncogene-induced senescence^7^. A/B compartments also appear to be stable^8^, although some changes between the two compartments were also reported^9,10^. These studies have provided insights into how large-scale 3D chromatin landscapes can be altered during senescence. However, the relevance of the dynamic chromatin interaction in the gene regulation remains elusive.

The recent advance in Hi-C technologies and high-resolution Hi-C data have revealed additional structural units^12^, such as chromatin loops^13,14^ and enhancer-promoter (EP) contacts^15,16^. Vast majority of loop anchors (loop ends) are bound by CCCTC binding factor (CTCF) and the cohesin complex, which consists of three core subunits (SMC1, SMC3 and RAD21)^13,14^. It is thought that loops are a structural unit of gene regulation and enhancers and promoters within same loop domains are more likely to bind^12,17^. EP interactions can be dynamically altered during cell differentiation^16,18^, playing a key role in cell type-specific gene expression. It has been shown that regulation of acute stress-responsive genes can be achieved through transcription factor (TF) recruitment to largely pre-existing EP contacts, suggesting that perturbation-responsive gene expression can occur under conserved EP networks in given cell types^15,19,20^. However, whether or not a similar mechanism is employed during senescence is unknown.

Here we characterize high-order chromatin structure alteration during oncogenic RAS-induced senescence (RIS), integrating Hi-C and high-resolution capture Hi-C (cHi-C) for selected regions, including senescence-relevant genes. We particularly focus on the dynamic nature of chromatin loops and EP contacts during senescence and highlight the extensive alteration of loop structures, which correlates with differential binding of cohesin, but not CTCF. Decreased cohesin binding is enriched around loop anchors. In contrast, de novo cohesin peaks in RIS cells are mostly associated with highly active genes within loop domains in a transcription-dependent and CTCF-independent manner. These de novo cohesin peaks tend to interact with neighbouring cohesin peaks, suggesting they might contribute to the new loop formation, whereby affecting local EP contact, in RIS cells. *IL1B* can be induced in both TNFα-treated and RIS human fibroblasts, and yet cohesin accumulation on the *IL1B* gene accompanied by new loop formation and EP alterations at the *IL1* locus are only observed in the RIS condition. Our data suggest that senescence can activate fundamentally different gene regulatory machinery from non-senescent stress responses.

## Results

### RAS-induced senescence exhibits significant interaction changes within and between TADs

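IMR90 fibroblasts carried HRAS-G12V fused to the oestrogen receptor, so that 4OHT switches the oncogene on. Hi-C, which counts ligated pairs of DNA fragments across the genome, was analysed here in 3 libraries from growing cells and 2 libraries from RIS cells given 100 nM 4OHT for 6 days. By its label growing replicate 3 also carried an MSCV vector, which the labels of the other 4 libraries do not list, and it was counted as a replicate of the growing cells. The authors aligned the reads to hg19 with HiC-Pro, removed artefacts and duplicates, counted each library separately in bins of 40 kb and balanced the counts by ICE, which equalizes the sum of every bin. Each library was also brought to the same total of 200000000, counting each pair of bins in both orientations, so the balanced totals do not show the depth. Dividing the balanced values by a single factor per bin returned whole numbers for nearly all pairs of bins, within 0.05 for small counts and within a wider tolerance for large ones. These recovered contacts, each pair counted once, gave 154318992, 175410468 and 180775315 contacts in growing replicates 1, 2 and 3, and 109967509 and 150689993 in RIS replicates 1 and 2. RIS libraries therefore held on average 76.6% of the contacts of growing libraries. Comparisons of bin pairs used the balanced values scaled to the mean number of valid interactions per library, and recovered contacts entered only as an alternative chosen after the data were seen. With 3 libraries against 2, the 10 ways of assigning the labels allow no two-sided exact permutation p below 0.1.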

To study gene regulatory mechanisms in the 3D chromatin context at high resolution, we performed in situ Hi-C experiments as well as capture Hi-C (cHi-C) in normal growing and oncogenic *HRAS-G12V*-induced senescent (RIS) IMR90 human diploid fibroblasts (HDFs), using the 4-hydroxytamoxifen (4OHT)-inducible oestrogen receptor (*ER*) *HRAS* fusion system (*ER:HRAS*^*G12V*^)^21^. 

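Capture Hi-C enriches a Hi-C library for ligation products that touch chosen regions. The list of captured regions holds 62 entries, of which 61 differ, and together they cover 61884 kb of hg19. There were 2 libraries from growing cells and 2 from RIS cells, treated as for Hi-C. The authors processed each library with the same pipeline and balanced it in bins of 10 kb, which kept the library totals different from each other. The recovered contacts numbered 171668818 and 149317186 in growing replicates 1 and 2, and 99784495 and 68907088 in RIS replicates 1 and 2. Only pairs of different bins within a single captured region were compared, after scaling each library to the mean total over these pairs. Exact permutation tests of 2 libraries against 2 cannot give a two-sided p below 0.333.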

Matching cHi-C libraries were generated for 62 selected genomic regions of interest (Supplementary Data 1). 

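The paper's Supplementary Data 2 lists 202250943, 159666574 and 161574809 valid interactions for growing replicates 1, 2 and 3, and 151156757 and 134860322 for RIS replicates 1 and 2. Contacts recovered from the balanced matrices amounted to 76.3%, 110% and 112% of these numbers in the growing libraries and to 72.8% and 112% in the RIS libraries. The same table counts 0.863%, 0.955% and 23.9% of the reads as duplicates in growing replicates 1 to 3, and 0.749% and 23.8% in RIS replicates 1 and 2. Growing replicate 3 and RIS replicate 2 thus form a class with many duplicates, and the other 3 libraries a class with few. Differences between conditions were also computed within each class. The share of dangling ends in that table was 5.35%, 8.64% and 5.93% in the growing libraries and 20.7% and 15.1% in the RIS libraries, so this share separates the conditions. In the capture libraries it was 1.88% and 1.67% in growing and 8.61% and 6.27% in RIS cells, so it separates the conditions there too. Its effect on the capture results was not tested.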

Growing and RIS Hi-C libraries yielded a total of 523 and 286 million valid reads, respectively, after removal of artefacts and duplicates (Supplementary Data 2). There was good agreement between biological replicates, as determined with HiC-Spector^22^ as well as with HiCRep^23^ (Supplementary Fig. 1a, b).

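The stratum-adjusted correlation, which averages the correlation of contacts over distances as HiCRep does, was computed on the balanced 40 kb matrices up to 5 Mb after smoothing over 5 bins to each side. It lay between 0.974 and 0.981 for the 3 pairs of growing libraries and was 0.984 for the RIS pair. Between a growing and a RIS library it ranged from 0.926 to 0.948. The mean within a condition exceeded the mean between conditions by 0.0409 (exact permutation test, two-sided, p = 0.1). Leaving out the smoothing moved this difference most, to 0.0234. Without smoothing the growing pairs lay between 0.545 and 0.552 and the RIS pair at 0.554. Pairs of a growing library with RIS replicate 2 overlapped them, at 0.546 to 0.553. Only pairs with RIS replicate 1 lay lower, at 0.502 to 0.510, so the unsmoothed difference rests on that library.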

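Borders were placed at the local minima of an insulation score, the mean contact between the bins of a 520 kb window on either side of each position. A minimum with a prominence of at least 0.1 on the log2 scale was kept. The mean matrix of the growing libraries gave 5179 borders and 5156 domains with a median length of 440 kb, and that of the RIS libraries gave 5614 borders and 5591 domains with a median length of 400 kb. Single libraries had 5189, 5192 and 5319 borders in growing cells and 5546 and 5806 in RIS cells. At a prominence of 0.2 the numbers of borders fell to 4052 and 4467.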

Using the Hi-C data, we identified 3488 and 3535 TADs in growing and RIS conditions, respectively, at 40 kb resolution. In agreement with a previous study^7^, TAD borders were similar between conditions (estimated Normalized Mutual Information 0.98 between the sets of exact growing and RIS borders). 

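Each set of borders was turned into a partition of the 40 kb bins, and the partitions were compared by normalized mutual information, which is 1 for identical partitions. Growing and RIS partitions had a value of 0.985. The 3 pairs of growing libraries lay between 0.987 and 0.989, the RIS pair at 0.988, and the pairs across conditions between 0.981 and 0.983. The partition counts every bin, so even RIS borders shifted along the chromosomes gave a mean of 0.925 over 200 shifts. Of the growing borders, 81.4% were found at the same bin in RIS and 91.5% within 1 bin, against 8.37% and 24.8% for shifted borders. When bins were only classed as border or not, the mutual information was 0.542. Between single libraries it was 0.583 to 0.616 for growing pairs, 0.603 for the RIS pair and 0.4665 to 0.508 across conditions. The share of borders at the same bin was 81.8% to 83.2%, 84.3% and 74.5% to 80.3%, in the same order. Without RIS replicate 2 the share of 81.4% between the conditions fell to 77.8%.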

We also found virtually no differences in the distribution of A/B compartments (Supplementary Fig. 1c), which were determined at 100 kb resolution^24^. 

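The A/B score was the first principal component of the distance-corrected correlation matrix in bins of 120 kb, with its sign set by the density of protein-coding genes. Over 23299 bins the scores of growing and RIS cells had a Pearson correlation of 0.963, and 92.2% of bins had the same sign. The bins are not independent replicates. Pairs of growing libraries shared the sign of 96.0% to 97.4% of bins, the RIS pair 97.7%, and pairs across conditions 90.8% to 92.8%. The mean correlation within a condition exceeded that between conditions by 0.0324 (exact permutation test, two-sided, p = 0.1). Bins with the sign of A made up 44.2% in growing and 49.8% in RIS cells, since 1558 bins went from B to A and 255 from A to B. At an equal share of A bins, 5.86% of bins still differed, against at most 3.95% between replicates. From its comparison at 100 kb (Supplementary Fig. 1c), the paper states that the A/B compartments were essentially unaltered.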

A/B compartment score positively correlated with H3K27ac and H3K4me1 and negatively correlated with H3K9me3 ChIP-seq signal (Supplementary Fig. 1d). Gene expression and epigenetic information used to complement our Hi-C data were obtained from our previous studies using the same RIS IMR90 cell model^25–27^. We next estimated significant differential interactions between conditions with diffHic^28^ using all the available replicates and found extensive alterations in chromatin contacts during RIS within TADs and between distal TADs (Fig. 1a, b and Supplementary Fig. 1e), similar to the previous oncogene-induced senescence study^7^. 

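Balanced values of 2004058 pairs of 40 kb bins up to 2 Mb apart were compared on the log2 scale after loess normalization on abundance, with limma at a false discovery rate of 5%. Only 2 pairs passed, both lower in RIS, while 229537 pairs had an unadjusted p under 0.05. Both lie on chromosome 9, joining the bins from 38800001 and 39040001 and those from 68720001 and 69040001, and are named after their values were seen. They rest on 2, 4 and 4 and on 1, 3 and 2 recovered contacts in the growing libraries and on 0 in each RIS library, which balancing had raised to large values. Regrouping the 5 libraries in the other 9 ways gave between 0 and 8 pairs, so this number does not exceed that of mixed groups. Without RIS replicate 1 the number rose to 1510 and without RIS replicate 2 to 7300, and it fell to 0 without any of the growing libraries. On simulated contacts of this depth, the test found 6% of pairs changed by a factor of 2. limma's voom, run on the recovered contacts and chosen after these counts were seen, called 25639 pairs, of which 16734 were higher and 8905 lower in RIS. In the other 9 groupings voom called at most 12 pairs. Without growing replicate 1, RIS replicate 1 and RIS replicate 2, voom called 10954, 2335 and 1586 pairs, respectively. None of the 2 pairs above was among the 25639. For 766513 pairs of 200 kb bins more than 2 Mb apart, limma on balanced values called 59583 pairs, and the other groupings gave at most 2. Leaving out single libraries lowered this number to between 20671 without growing replicate 2 and 44021 without RIS replicate 2. Of the 59583 pairs 55.5% were higher in RIS, but this share was 25.9% and 24.6% without RIS replicate 1 and 2, and 41.7% with scaling to the total only. voom called 106715 pairs there, 63.6% of them higher in RIS, and without RIS replicate 1 and 2 it called 54980 and 39732, with 86.3% and 88.1% higher. The prevailing direction thus depends on the test, the scaling and the libraries. Where both bins lay in B compartments, 62.0% of the 46685 pairs called by limma and 69.1% of the 81282 called by voom were higher in RIS. Pairs that joined A and B gave 8996 and 18294 calls, with 31.0% and 41.5% higher, and pairs within A gave 3429 and 6815, with 35.3% and 58.5% higher. These shares by compartment were computed with all 5 libraries only. The paper states that contacts were altered both within TADs and between distal TADs (Fig. 1a, b).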

2645 of the 3488 TADs (defined in growing condition) exhibited significant interaction changes, out of which 1621 were A compartment TADs (Supplementary Fig. 1f). 

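Of the 5156 domains of growing cells, 1 held a pair of bins called by limma on balanced values at 40 kb. It spans chromosome 9 from 38400001 to 71640000 and is named after its values were seen. This is far longer than the median domain of 440 kb, so it may not be a single domain. The number of domains with a pair called by limma was 0 without any single growing library, 184 without RIS replicate 1 and 734 without RIS replicate 2. With the pairs called by voom on recovered contacts, 3619 domains (70.2%) held a called pair. By the sign of the score in growing cells, these were 2046 of 3088 A domains (66.3%) and 1532 of 2013 B domains (76.1%). Without RIS replicate 1 the voom count was 968, and without RIS replicate 2 it was 657. In 1202 domains voom called at least 5 pairs. All called pairs were higher in RIS in 614 of these and lower in 344, although neighbouring pairs share bins and are not independent.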

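Supplementary Data 3 names 10 TADs, for which the log2 of the mean observed/expected contact of all bin pairs was computed in each library. None of them held a pair called by limma on balanced values, whereas voom called between 17 and 69 pairs in each, compared with at most 12 in the whole genome for other groupings of the libraries. The paper chose these TADs for having the most changes in the same libraries, so calls in them are no independent support. Called pairs were mostly lower in RIS in the TADs listed 1st and 2nd, which hold NRG1 and HMGA2. All called pairs were lower in RIS in the TAD on chromosome 5 from 45920001 and in that on chromosome 12 from 38120001. In the other 6 TADs every called pair was higher in RIS. This value rose in those 6 by between 0.081 and 0.45, with both RIS libraries above all growing libraries (exact permutation test, two-sided, p = 0.1 for each). In the TADs on chromosome 5 from 45920001 and on chromosome 12 from 38120001 it changed by -0.016 (p = 0.7, exact permutation test) and -0.041 (p = 0.5, exact permutation test), less than the SD between growing libraries. By the number of voom pairs per domain of growing cells, the domain with NRG1 came 1st with 82 of 351 pairs. A stretch without a border inside it, on chromosome 5 from 45760001 to 50240000, came 2nd with 64 of 6216. The domain with HMGA2 came 3rd with 62 of 231. The stretch on chromosome 5 spans 4480 kb, against a median domain of 440 kb, so it may not be a single domain. Its 6216 pairs include bins more than 2 Mb apart, which were not tested. A longer stretch holds more pairs, so its rank above HMGA2 is no firm difference from the paper's order. Among the 10 TADs, however, that listed 8th, on chromosome 1 from 29640001, had the most, with 69 of 741 pairs, ahead of 62 of 231 in the TAD with NRG1 and 61 of 210 in that with HMGA2. limma on balanced values gave no such ranking, so these domains were ranked by voom after the data were seen.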

We ranked the TADs by the number of significant changes occurring within them (Supplementary Fig. 1f, g and Supplementary Data 3). 

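NRG1 (ENSG00000157168) lies on the plus strand of chromosome 8 from 31496738 to 32713184 in hg19. Its 3′ part falls within the TAD that Supplementary Data 3 lists 1st, from 32440001 to 33320000. The log2 of the mean observed/expected contact of the 231 pairs of 40 kb bins in this TAD was 0.66 ± 0.01 (SD, n = 3 libraries) in growing and 0.43 ± 0.01 (SD, n = 2) in RIS cells, a change of -0.23. Both RIS libraries lay below all growing libraries (exact permutation test, two-sided, p = 0.1). Within the classes of libraries with few and with many duplicates, the change was -0.23 and -0.22. Among 66666 windows of the same length, 8.15% changed by as much or more in this direction. voom called 62 pairs in the TAD, of which 59 were lower in RIS.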

The most extensive interaction change occurred at the location of the *NRG1* gene (Fig. 1b and Supplementary Fig. 1g), which was reported as a senescence marker^29^ and strongly upregulated during RIS (FDR 1.83e–315, log-fold change 4.56). The *NRG1* gene was largely (except for a few isoform-specific 5′ exons) encompassed in a H3K27me3-dense TAD in growing cells. However, the interactions within the gene body and with the nearby regions were almost entirely lost in RIS cells. 

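The contacts of this TAD were then split by whether the bins overlap NRG1. Contacts within the part of the TAD that NRG1 covers went from 0.30 ± 0.02 (SD, n = 3 libraries) to -0.92 ± 0.0023 (SD, n = 2) (log2 of the mean observed/expected), a change of -1.22. In the classes with few and many duplicates this change was -1.21 and -1.24. The coverage of these bins before balancing, relative to the median bin, changed by -0.023 on the log2 scale. Contacts between this part and the rest of the TAD fell by 0.40, to 0.57. Contacts of the whole gene body with the rest of the TAD went from 0.55 ± 0.06 to -0.24 ± 0.04, and those of the whole gene body with itself from -0.23 ± 0.01 to -0.38 ± 0.01. The rest of the TAD with itself rose by 0.12. RIS and growing libraries did not overlap in any of these 5 comparisons (exact permutation test, two-sided, p = 0.1 for each).

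**Figure D1:**
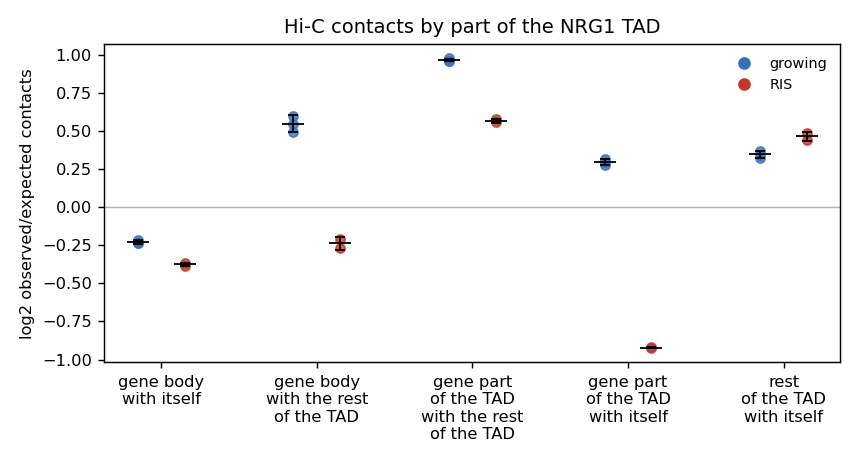
Log2 of the mean observed/expected Hi-C contacts in parts of the NRG1 TAD, with a point per library, blue for growing (n = 3) and red for RIS (n = 2), and black bars for the mean and SD. The part of the TAD covered by NRG1 lies at 0.30 in growing and -0.92 in RIS libraries.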

As illustrated in our 3D TADbit^30^ modelling (see “Methods”), the data suggest that the *NRG1* gene body is released from the heterochromatic TAD (Fig. 1c). This was accompanied by a significant increase in chromatin accessibility across the gene, as determined by differential binding analysis of growing and RIS ATAC-seq (Fig. 1b, bottom). 

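The TAD listed 2nd in Supplementary Data 3, which holds HMGA2, spans chromosome 12 from 65680001 to 66520000. The log2 of its mean observed/expected contact was 0.78 ± 0.01 (SD, n = 3 libraries) in growing and 0.49 ± 0.0036 (SD, n = 2) in RIS cells, a change of -0.30 with no overlap between libraries of the conditions (exact permutation test, two-sided, p = 0.1). A change as low or lower was found in 3.12% of 66828 windows of this length. Of 61 pairs called by voom in the TAD, 57 were lower in RIS.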

Similar behaviour was observed within the second most changing TAD, which encompasses the *HMGA2* gene, encoding a regulator of senescence-associated heterochromatic foci^31^ (SAHFs) (Supplementary Fig. 1g). 

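HMGA2 (ENSG00000149948) lies on the plus strand of chromosome 12 from 66218240 to 66360071, inside the TAD listed 2nd. Contacts between the gene and the rest of the TAD fell from 0.74 ± 0.01 (SD, n = 3 libraries) to 0.44 ± 0.02 (SD, n = 2) on the log2 observed/expected scale. Contacts of the gene body with itself went from 0.10 ± 0.07 to -1.24 ± 0.28, and this change was -1.50 among libraries with few and -1.22 among those with many duplicates. The rest of the TAD with itself fell by 0.26. All 3 comparisons separated the conditions (exact permutation test, two-sided, p = 0.1 for each). The coverage of the bins of HMGA2 before balancing differed by -0.038 on the log2 scale. ChIP-seq of H3K27me3 was not analysed here.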

The reduced contacts between *HMGA2* and neighbouring H3K27me3 (Supplementary Fig. 2a, b) were accompanied by upregulation of *HMGA2* during RIS in RNA-seq (FDR 2.275e–08, log-fold change 0.7) as well as qPCR analysis (Supplementary Fig. 2a, c). Genome-wide, we identified 102 upregulated genes dissociating from H3K27me3 regions during RIS (Supplementary Data 4), by subsetting all the significant interaction changes for the ones occurring between genes and H3K27me3 regions. To validate the chromatin structural alteration of the two representative genes, *NRG1* and *HMGA2*, we performed DNA-FISH using BAC probes (probe size is ~155 kb) for gene bodies (gene probes) and the other end of the respective TADs (TAD probes) as depicted in Fig. 1b and Supplementary Fig. 2a. Consistent with our model, the average distance between the gene and TAD probes was very small, often exhibiting nearly overlapping FISH signals in growing cells, but was significantly longer in RIS cells (Fig. 1d, e and Supplementary Fig. 2d). Note, in RIS cells, gene probes often showed a decondensed form, while TAD probes remained condensed (Fig. 1d and Supplementary Fig. 2d). These data suggest that H3K27me3 regions might contribute to long-range silencing of neighbouring genes through 3D positioning within TADs. This is consistent with a previous study, showing a similar distant gene silencing mediated by H3K27me3 interactions in embryonic stem cells^32^.

**Fig. 1:**
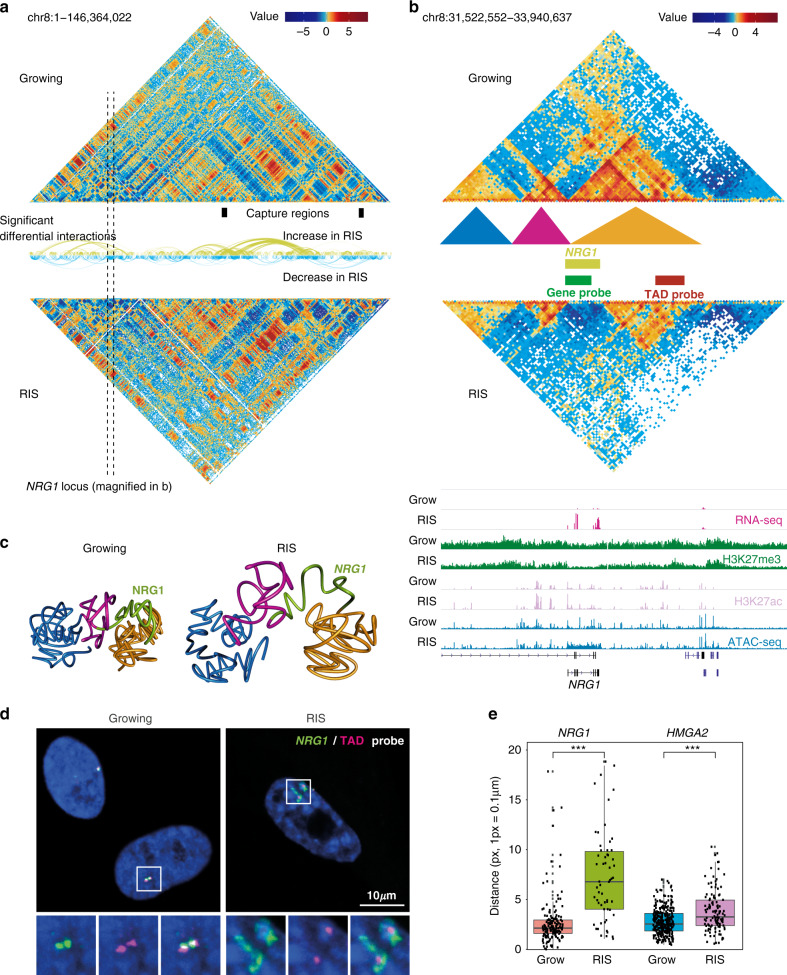
Changes in chromatin interactions during RIS. **a** Hi-C matrices (300 kb resolution) of chromosome 8 in Growing and RIS cells (all available replicates were aggregated per condition as described in the Data visualization methods section); arcs represent significant interaction changes (100 kb resolution, determined genome-wide with only chromosome 8 shown here as an example); black boxes represent captured regions. **b** Hi-C interaction matrices at the *NRG1* locus, as marked by the dotted lines in (**a**), at 20 kb resolution, with TADs represented by coloured triangles (called at 40 kb resolution), as well as matching tracks for RNA-seq, ChIP-seq, and ATAC-seq (normalized and input-subtracted using THOR^62^). **c** Three-dimensional interaction modelling with TADbit at the *NRG1* locus in Growing and RIS, including *NRG1* (green) and surrounding TADs marked in (**b**). **d** Representative DNA-FISH images in growing and RIS cells, using the FISH probes corresponding to the *NRG1* locus (gene-probe, green) and nearby H3K27me3 region within the same TAD (TAD-probe, magenta), as marked in (**b**). Regions indicated by rectangles are magnified, showing two gene-TAD pairs in each condition. **e** Quantification of the average distance per cell between the gene-probe and the TAD-probe in growing and RIS cells, where each dot corresponds to one cell (*n* = 159, 58, 321, and 116, respectively, from left to right, cells examined in two experiments consisting of growing and RIS conditions). Significance testing was performed using two-sided *t*-tests: ***p ≤ 0.001 (left: *p* = 3.721e–10, right: *p* = 9.195e−07). Box plots correspond to the median, 25th to 75th percentiles, and the whiskers correspond to the 10th to 90th percentiles.

### Enhancer-promoter interactions are extensively altered during RAS-induced senescence

We next focused on gene expression and its association with regulatory elements. We annotated the genome-wide interaction changes between promoters and active enhancers, focusing on the enhancer-promoter interactions of genes differentially expressed during RIS. Enhancers (Supplementary Fig. 3a) were defined as regions marked by H3K27ac, H3K4me1, and ATAC-seq peaks, which do not overlap gene promoters, similarly to Tasdemir et al.^6^ (details in “Methods”). Promoters (Supplementary Fig. 3b) were defined as 5 kb regions around transcription start sites (TSS, gene definition from GENCODE19). We first used the high resolution (‘*HindIII* resolution’, median 4 kb) cHi-C data to identify any differential EP pairs. 

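Of 329357 pairs of 10 kb bins within captured regions, limma on balanced values called 0 pairs at a false discovery rate of 5%, while 55030 pairs had an unadjusted p under 0.05. On simulated capture data with the same numbers of libraries this test found 0% of pairs changed by a factor of 2, and voom found 69.5%. limma's voom on recovered contacts, chosen after the count of 0 was seen, called 42840 pairs, 23029 of them higher in RIS. Without growing replicate 1 or 2 it called 17146 and 16514 pairs. The other 2 groupings of the 4 libraries gave 0 pairs by both tests. The capture part of Supplementary Data 5 holds 870 entries for 356 different pairs of an enhancer and a promoter, from 149 genes, which the paper selected on these same libraries. For 285 of these pairs, which lie in different bins, the mean log2 fold change of the bin pairs was set beside the mean of the paper's values. Where several bin pairs join an enhancer and a promoter, log2 fold changes and standard errors are means over them and the adjusted p is the smallest of them, here and for the single contacts below. By limma on balanced values none of the 285 pairs had a bin pair with an adjusted p of at most 0.05, and by voom 237 had at least 1. Across pairs, which are not independent replicates, the Spearman correlation was 0.682 and Pearson's r was 0.692 (permutation test of the Spearman correlation with 100000 permutations, two-sided, p = 1e-05, the smallest they can give). Without RIS replicate 1 the Spearman correlation was 0.607, the largest move among the alternatives. The direction was that of the paper in 81.8% of the pairs on balanced values and in 93.7% by voom.

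**Figure D2:**
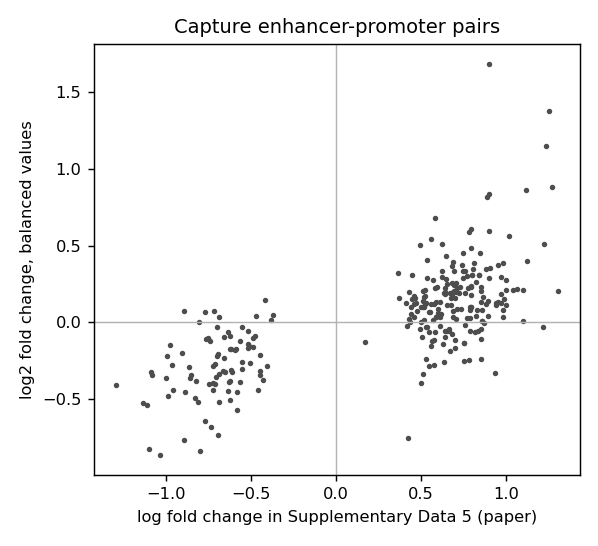
Each point is 1 of the 285 enhancer-promoter pairs, with the paper's mean log fold change from Supplementary Data 5 on the x axis and the log2 fold change of the balanced capture Hi-C values (RIS over growing) on the y axis. In 81.8% of the pairs both values have the same sign.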

Within the captured regions (Supplementary Data 1), we identified 870 EP pairs that showed significantly altered interactions during RIS, involving 149 differentially expressed genes (Supplementary Fig. 4a).

To gain a genome-wide picture, we next analysed Hi-C data and identified 15,618 ‘EP interactions’, which significantly changed at 100 kb resolution. However, these EP contacts are likely to contain many false positives due to the large bin sizes compared to average enhancer or promoter size. To increase the accuracy of this estimate, we developed a strategy to filter the Hi-C EP interactions by minimising the EP changes annotated in Hi-C and not in cHi-C over captured regions (likely to be false positives), while maximising the EP changes annotated both in Hi-C and cHi-C (Supplementary Fig. 4b): enhancers with sizes greater than 7.5 kb and bin sizes smaller than 30 kb fulfilled these conditions. Using these filters, we identified 719 EP changes genome-wide from Hi-C data, involving 553 differentially expressed genes (Supplementary Fig. 5a). Combining Hi-C and cHi-C analyses, we identified 1004 confident EP differential interactions in total (Supplementary Data 5).

The distances between interacting enhancers and promoters from both Hi-C and cHi-C were below 2 Mb, consistent with the previous studies^15^. 

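Positions of the promoters in the annotation and of the enhancers in Supplementary Data 5 were used to measure these distances. The 351 capture pairs with a position had a median distance of 57.6 kb and a maximum of 646 kb. The 678 Hi-C pairs had a median of 88.6 kb and a maximum of 1366 kb. None of either set, 0 and 0 pairs, lay more than 2 Mb apart.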

The EP network determined using cHi-C showed structures with a wide range of complexity, likely due to the high-resolution interaction information, consisting of 79 components with up to 15 nodes (enhancers or promoters) (Supplementary Fig. 4a). 

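At the MMP locus on chromosome 11, Supplementary Data 5 lists capture pairs for MMP1 (ENSG00000196611) and MMP3 (ENSG00000149968), whose promoters lie at 102668891 and 102714340. These pairs were added to the comparison after the data were seen, and in 6 of them the bins of promoter and enhancer differ. The scaled contact of MMP3 with the enhancer from 102845229 went from 357 ± 18.5 (SD, n = 2 libraries) to 446 ± 36.4 (SD, n = 2), a log2 fold change of 0.35 (standard error 0.10, adjusted p = 0.199 from limma). MMP1 contacted the same enhancer less often in RIS, with a log2 fold change of -0.28 (standard error 0.08). The contact of MMP1 with the enhancer from 102738676 changed by -0.44 and that from 102628351 by -0.21. For the enhancers from 102601736 and 102948701 the changes were 0.15 and 0.088, and the latter was -0.15 without RIS replicate 2. No adjusted p was at most 0.05 on balanced values. voom on recovered contacts gave MMP3 with the enhancer from 102845229 a log2 fold change of 0.50 (smallest adjusted p of its 3 bin pairs 2.1e-06, 2 of them passing). Of the 5 MMP1 contacts, 3 had at least 1 bin pair that passed by voom, among them that with the same enhancer, where 1 of 3 passed and the mean was -0.26 (standard error 0.15).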

The complex rewiring was exemplified by the *IL1* and *MMP* loci, which include major SASP genes (Fig. 2a and Supplementary Fig. 4a). Although the Hi-C EP network, consisting of 479 components, was more disconnected and mostly represented a single EP interaction, the largest component consisted of 13 enhancers differentially interacting with the *INHBA* gene promoter (Supplementary Fig. 5a, chromosome 7). 

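INHBA (ENSG00000122641) lies on the minus strand of chromosome 7, with its promoter at 41745432, and Supplementary Data 5 lists 13 enhancers for it from the Hi-C data. In the 40 kb bins, 8 of these contacts were lower and 5 higher in RIS, and in all 13 the direction was that of the paper, under each of the alternatives tried. The largest increase was at the enhancer from 41864251, with scaled values of 65.2 ± 3.9 (SD, n = 3 libraries) in growing and 112 ± 12.7 (SD, n = 2) in RIS cells. Its log2 fold change was 0.82 (standard error 0.13, adjusted p = 0.254 from limma), the smallest limma gave among the 13, and by voom on recovered contacts it was 0.79 (adjusted p = 3.48e-05). By voom 10 of the 13 had at least 1 bin pair that passed at a false discovery rate of 5%. With loess normalization and all libraries, the largest decrease was at the enhancer from 40787155, with 48.9 ± 3.18 and 27.2 ± 2.37. Its log2 fold change was -0.69 (standard error 0.20). The enhancer from 40611096 changed by -0.68 and had the larger decrease under some alternatives. With scaling to the total only it changed by -0.83, against -0.81 for that from 40787155. The smallest changes were 0.20 and 0.21, at the enhancers from 41530545 and 41575996. In each of the 13 contacts both RIS libraries lay on the same side of all growing libraries.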

Of note, *INHBA* encodes a SASP factor which has been previously linked to super-enhancer activation in RIS cells^6^. In terms of directionality, differences in H3K27ac binding over the enhancer in an EP interaction pair were positively correlated with the log-fold change of the interaction (0.24, *p*-value 9.353e–15) as well as with the gene expression log-fold change (0.14, 6.383e–6).

**Fig. 2:**
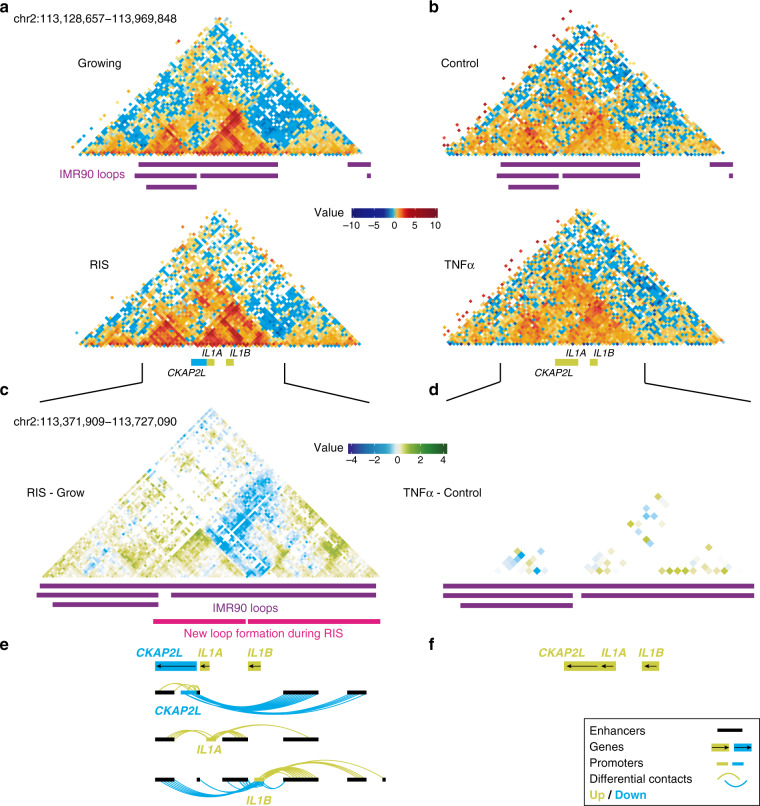
Reorganization of the local chromatin neighbourhood at the *IL1* locus. **a**, **b** Hi-C matrices (10 kb resolution) of the *IL1* locus corresponding to growing and RIS IMR90 cells (**a**) and control and TNFα-treated IMR90 cells from Jin et al.^15^ (**b**). **c** Differential capture Hi-C matrix at the *IL1* locus (log-fold change of RIS/growing interactions estimated genome-wide using all replicates) at *HindIII* resolution, with annotated growing IMR90 loops (from Rao et al.^13^) and inferred new loop formation in RIS cells. **d** Differential Hi-C matrix at the *IL1* locus (log-fold change TNFα) at 10 kb resolution. **e**, **f** Significant differential enhancer-promoter contacts between promoters of differentially expressed genes at the *IL1* locus and associated enhancers, aligned with (**c**) and (**d**), respectively. .

Gene set enrichment analysis (Supplementary Fig. 5b) using genes involved in differential EP interactions, which constitute 15% of all significantly differentially expressed genes in RIS, showed that transcriptionally upregulated genes (in RIS) were significantly enriched for ‘inflammatory’ terms, whereas the downregulated genes were enriched for ‘cell cycle’ terms. While further experimental validation is required, our data suggest that the two senescence hallmarks, the SASP and proliferative arrest, might be controlled through the rewiring of the EP network.

### New loop formation is observed at the *IL1* locus in RAS-induced senescence, but not with TNFα treatment

The ‘*IL1* cluster’, which was captured in our cHi-C libraries, encompasses the *IL1* ancestral family^33^ (including *IL1A*, *IL1B*) and several other genes (such as *CKAP2L*) on chr2q13. Both *IL1A* and *IL1B* encode key proximal SASP components, which are integral parts of SASP regulation^34,35^. The localization of *CKAP2L* (encoding a mitotic spindle protein) within the *IL1* cluster is highly conserved and the expression of *CKAP2L* is tightly controlled during the cell cycle^36^. 

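For IL1A (ENSG00000115008), IL1B (ENSG00000125538) and CKAP2L (ENSG00000169607), Supplementary Data 5 lists 6 enhancers on chromosome 2 from the capture libraries, and 5 of them are listed for more than 1 of the 3 genes. The promoters lie at 113542070, 113594393 and 113522241, all on the minus strand. For 4 shared enhancers the contact could be measured for IL1B and for at least 1 other gene. In all 4, IL1B changed in the opposite direction to each of the other genes measured. CKAP2L and the enhancer from 113526329 share a 10 kb bin and could not be compared. Over all measurable pairs of the 3 genes, 11 of 12 had the direction given in Supplementary Data 5 on balanced values. In the 40 kb Hi-C bins, which join several of these elements, 7 of 12 did.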

Our cHi-C showed dynamic sharing of enhancers between *IL1A, IL1B*, and *CKAP2L* during RIS. The differential interaction matrix of cHi-C at the *IL1* locus showed new loop formation, compared with loops that previously defined by high-resolution Hi-C in IMR90 cells^13^, segregating *IL1A* and *CKAP2L* from *IL1B* and therefore increasing the specificity of their enhancer-associations. 

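The locus was taken from 113510001 to 113710000 on chromosome 2 and split at 113590001, between the new loops as read from Fig. 4b, into a left part with IL1A and the 5′ side of CKAP2L and a right part with the IL1B promoter. The contrast is the mean log2 observed/expected contact within the 2 parts minus that between them. It was -0.63 ± 0.07 (SD, n = 2 libraries) in growing and -0.20 ± 0.03 (SD, n = 2) in RIS cells, a change of 0.43, larger than the spread between replicates (exact permutation test, two-sided, p = 0.333). Contacts between the parts fell from 0.51 ± 0.02 to 0.21 ± 0.01. Contacts within the left part changed by 0.059 and within the right part by 0.16. Behind these means are 490068 and 439341 recovered contacts in the growing and 318761 and 210138 in the RIS libraries. Among 17 split points tried across the locus, this had the highest change of the contrast, but for the 8 split points from 113620001 on the contrast fell, by up to 0.42 at 113690001. The paper inferred the new loops from these same capture libraries, so the rank of this split is no independent support for their position. Moving the split 10 kb higher moved the change most among the alternatives, to 0.31. From the separation of the genes, the paper reasons that the enhancer associations of IL1A, IL1B and CKAP2L became more specific.

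**Figure D3:**
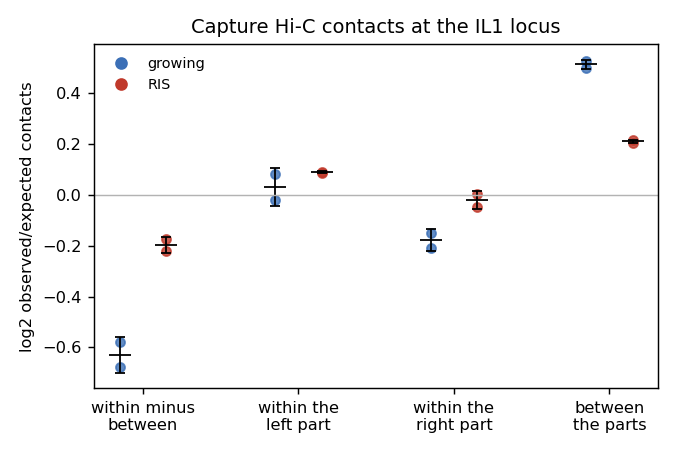
Mean log2 observed/expected capture Hi-C contacts at the IL1 locus within and between the parts left and right of the split, with a point per library (blue, growing; red, RIS; n = 2 each) and black bars for the mean and SD. Contacts between the parts lie at 0.51 in growing and 0.21 in RIS libraries.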

Consistently, *IL1A* and *IL1B* began to interact more frequently with enhancers located within their respective new loops in RIS (Fig. 2e). Moreover, *CKAP2L*, which was downregulated during RIS, interacted less frequently with the same downstream enhancers that *IL1B* began to contact more frequently (Fig. 2e). 

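IL1B contacted the enhancers downstream of the split more often in RIS. For the enhancer from 113716201 the scaled contact was 268 ± 30.4 (SD, n = 2 libraries) in growing and 456 ± 24.2 (SD, n = 2) in RIS cells, a log2 fold change of 0.81 (standard error 0.11, adjusted p = 0.174 from limma). The enhancers from 113624590 and 113680601 rose by 0.51 and 0.59. On the other side, IL1B with the enhancers from 113490367, 113526329 and 113552008 changed by -0.40, -0.64 and -0.32, although in the 40 kb Hi-C bins these 3 contacts rose. IL1A with the enhancer from 113490367 went from 849 ± 8.23 to 1079 ± 52.9, a log2 fold change of 0.33 (standard error 0.06, adjusted p = 0.178 from limma), and with that from 113552008 it rose by 0.19. IL1A with the enhancer from 113624590, which lies on the IL1B side, changed by -0.27 on balanced values and by -0.10 by voom on recovered contacts. None of these 9 contacts had a bin pair with an adjusted p of at most 0.05 by limma on balanced values, and by voom all 9 had at least 1. For IL1A with the enhancer from 113624590 it was 2 of 3 bin pairs, and the mean of -0.10 by voom had a standard error of 0.08. In each of them both RIS libraries lay on the same side of both growing libraries.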

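The contact of CKAP2L with the enhancer from 113624590 went from 864 ± 3.96 (SD, n = 2 libraries) to 515 ± 28.1 (SD, n = 2), a log2 fold change of -0.76 (standard error 0.08, adjusted p = 0.163 from limma). With the enhancer from 113680601 it went from 618 ± 3.81 to 490 ± 21.7, a log2 fold change of -0.32 (standard error 0.10), which was 0.01 in the 40 kb Hi-C bins. On the near side, its contact with the enhancer from 113490367 changed by 0.20 (standard error 0.05). None of the 3 had a bin pair with an adjusted p of at most 0.05 by limma on balanced values. By voom on recovered contacts 3 of 3, 2 of 3 and 1 of 2 bin pairs passed, in the order above, with mean log2 fold changes of -0.68, -0.29 and 0.18 (smallest adjusted p = 7.42e-14, 0.000207 and 0.000111).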

The data indicate that increased new loop formation and segregation of EP interactions occur at this locus, suggesting new loop formation around the *IL1B* gene.

This finding is in marked contrast to the *IL1* induction in a TNFα acute inflammatory scenario, in which gene regulation can be achieved without any detectable alteration to the EP landscape. Using high-resolution (5–10 kb) Hi-C maps, Jin et al.^15^ have shown that a transient TNFα treatment of IMR90 cells leads to upregulation of *IL1A* and *IL1B* with increased binding of NF-κB (a major inflammatory TF) to active enhancers of its targets. In addition, *IL1A* and *CKAP2L* were shown to be induced simultaneously via shared enhancer binding. The authors concluded that gene expression alterations mostly occur via TF binding to ‘pre-existing’ EP complexes, at least upon TNFα treatment^15^. We re-analysed the Hi-C data from this study using the analysis pipelines described in this study and, like Jin et al., did not observe any significant changes upon TNFα treatment (Fig. 2b, d, f). This reveals a fundamentally distinct mechanism for the induction of inflammatory cytokines during senescence and acute inflammation. The anti-correlation between *IL1* and *CKAP2L* expression with significant EP interaction alterations was observed during RIS, but not with TNFα treatment, implying a senescence-specific decoupling mechanism within an otherwise co-regulated locus encoding key cytokines and cell cycle genes.

### Correlation between cohesin binding changes and loop re-organization during RAS-induced senescence

To investigate potential mechanisms underlying the observed EP changes during RIS, we generated ChIP-seq data for CTCF and cohesin (RAD21 and SMC3), chromatin structural proteins associated with chromatin loops^13,14^, in both growing and RIS IMR90 cells. We found 44,764 and 53,563 CTCF peaks in growing and RIS cells, respectively. Comparative analysis identified 1774 CTCF peaks that were significantly altered during RIS. 96% of the CTCF changes were associated with increased binding in RIS (Fig. 3a). In contrast, RAD21 binding, represented by 26,374 and 24,355 peaks in growing and RIS, respectively, changed significantly at 4553 sites, of which 81% corresponded to decreased binding (Fig. 3a). Similar results were obtained for SMC3 ChIP-seq, which correlates well with RAD21 ChIP-seq signal (Supplementary Fig. 6a). Thus, although substantial numbers of peaks were gained in both CTCF and cohesin, a large fraction of cohesin binding was diminished.

**Fig. 3:**
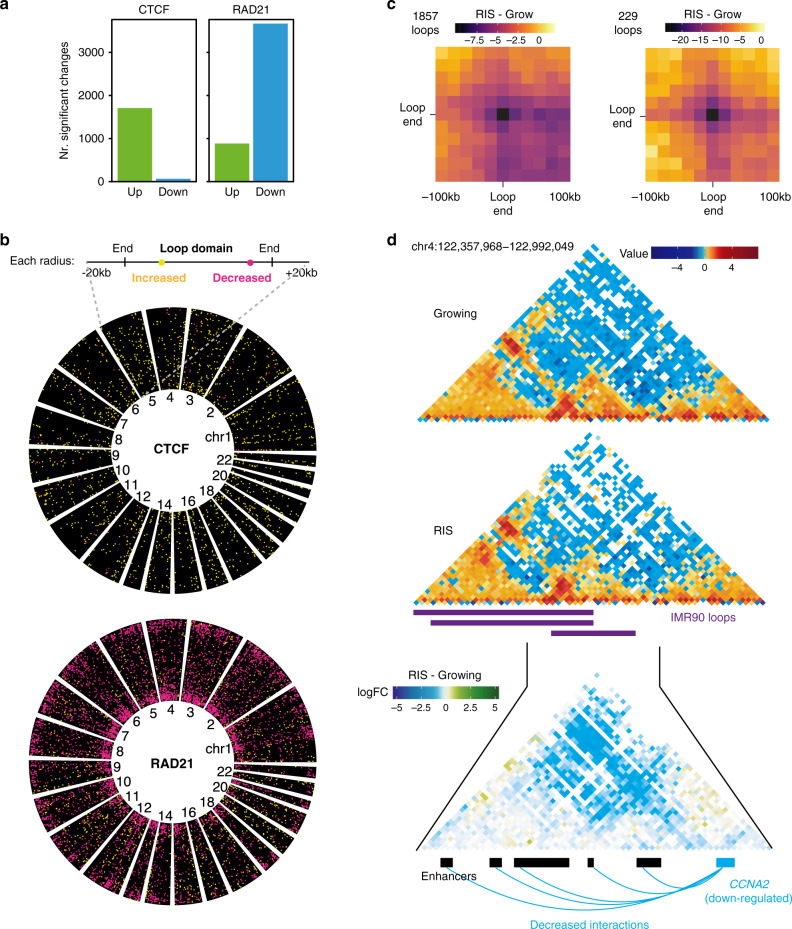
Correlation between cohesin redistribution and loop rewiring during RIS. **a** Number of CTCF and cohesin ChIP-seq peaks with increased (green) and decreased (blue) binding in RIS relative to growing (FDR 0.05, differential binding analysis performed with THOR). **b** Position of CTCF and cohesin binding changes relative to the growing IMR90 loop spans (loops annotated in IMR90 cells by Rao et al.^13^); each loop is represented as a radial segment linking the two loop anchors with an extra 20 kb at each end. Each significant binding change is represented as a yellow (increased) or magenta (decreased) dot, for both CTCF and cohesin. **c** Differential aggregated Hi-C interactions neighbourhoods (20 kb resolution) of all IMR90 loops (1857 loops) that exhibited significantly decreased cohesin binding at one or both loop ends (left). Compare to the subset (229 loops) with significantly decreased Hi-C interactions during RIS (right). **d** Growing and RIS Hi-C matrices (10 kb resolution) centred on the IMR90 loop (from Rao et al.^13^) consisting of the *CCNA2* gene promoter and associated enhancers, as well as the cHi-C differential log-fold change matrix (5 kb resolution) of this loop. Significantly decreased interactions between the *CCNA2* gene promoter and associated enhancers are shown as blue arcs.

Next, we investigated where the CTCF and cohesin binding changes occurred with regards to genomic features and loops (the latter previously defined in normal IMR90 cells by Rao et al.^13^, Fig. 3b, see “Methods”). First, we checked whether the loops^13^ were indeed enriched for CTCF and cohesin binding in our data. 90% of the loop anchors were bound by both cohesin and CTCF within 10 kb of the anchor. 3154 (out of 7647) loops showed changes in either CTCF or cohesin binding. Most of the loops correlated with cohesin changes exhibited cohesin losses at their ends (1857 loops), followed by loops with cohesin gains inside the loop (823 loops) (Supplementary Fig. 6b). The CTCF alterations (mostly increases as shown in Fig. 3a) occurred inside loops, rather than near loop ends (Fig. 3b). Such strong colocalization between cohesin loss and loop anchors suggests that extensive loop reorganization might occur during RIS, mostly through redistribution of cohesin rather than CTCF (Fig. 3b).

To visualize the relationship between cohesin reduction at loop ends and their physical contacts, we aggregated interaction neighbourhoods (at 20 kb resolution) centred on selected loop ends (Fig. 3c, Methods), a similar approach to the previously published method ‘Aggregate Peak Analysis’^13^. This approach involved extracting all sub-matrices representing the interactions between the 200 kb regions centred on each loop end. This resulted in profiles of the interaction neighbourhoods of each loop, which were averaged in each of the two conditions, growing and RIS. We aggregated the interaction neighbourhoods of the loops with cohesin reduction at one or both ends (1857 loops) and found a trend of decreased interaction between loop ends in RIS compared to growing cells, suggesting a global correlation between the decreased cohesin binding at loop anchors and reduced loop formation (Fig. 3c, left). We next searched for the strongest loop reduction events by overlapping these 1857 loops with interactions which significantly changed during RIS based on our earlier genome-wide differential analysis at multiple resolutions, either from cHi-C or Hi-C, and identified 229 loops (Fig. 3c, right). In terms of enhancer-promoter interactions potentially affected by loop disruption, 430 differential EP contacts were nested within the 3154 loops described earlier (with cohesin and/or CTCF alterations either at the ends or inside the loops), involving 349 genes. 

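CCNA2 (ENSG00000145386) lies on the minus strand of chromosome 4, with its promoter at 122745038. Supplementary Data 5 lists 5 enhancers for it from the capture libraries. The contact with the enhancer from 122672768 went from 717 ± 39.5 (SD, n = 2 libraries) in growing to 482 ± 26.2 (SD, n = 2) in RIS cells, a log2 fold change of -0.57 (standard error 0.08, adjusted p = 0.178 from limma). The enhancers from 122606851, 122589364 and 122631003 changed by -0.45, -0.36 and -0.29, each with RIS libraries below both growing libraries. The nearest enhancer, from 122705551, changed by -0.027 (standard error 0.051), and its RIS and growing libraries overlapped. By voom on recovered contacts its log2 fold change was -0.36, and those of the other 4 lay between -0.72 and -0.84. Every bin pair of the 5 contacts had an adjusted p of at most 0.05 by voom, and none by limma on balanced values. Recovered contacts are not balanced, so a change in the coverage of these bins may enter the voom values, which was not tested at CCNA2.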

An example of a decreased loop interaction affecting EP contacts was represented by the cell cycle regulator *CCNA2* (Fig. 3d).

### De novo cohesin binding at active genes including the *IL1* locus during RAS-induced senescence

The vast majority of cohesin binding increases occurred de novo in RIS, compared to the decreased binding, which did not result in complete cohesin binding loss (Fig. 4a). The genes and enhancers studied in the *IL1* locus belong to the same loop identified in normal IMR90 cells (see Fig. 2c, e)^13^. This is consistent with enhancer sharing between these genes and their co-regulation in response to TNFα in these cells^15^. We found a de novo cohesin peak close to the 3′ end of *IL1B* in RIS cells, independent of CTCF binding (Fig. 4b). A similar cohesin peak was observed when RIS was induced via constitutive expression of HRAS^G12V^ without the ER-tag not only in IMR90, but also in WI38 HDFs (Fig. 4c). These data suggest that loop reorganization at the *IL1* locus might be associated with de novo cohesin binding (Fig. 2e). Importantly, we performed cohesin and CTCF ChIP-seq in IMR90 cells with or without TNFα treatment: increased cohesin occupancy or altered regulatory chromatin interactions at the 3′ end of *IL1B* were not observed in response to TNFα treatment, where no new loops were detected, despite activation of NF-κB signalling and upregulation of *IL1A* and *IL1B* (Figs. 2f, 4d and Supplementary Fig. 7a, b). Additionally, we observed an increase in the contact intensity between the new cohesin peak and the anchors of the loop (Fig. 2c, e). Collectively, these data suggest that the de novo cohesin peak might contribute to the formation of new loops in the *IL1* locus and that within each loop domain, EP pairs might preferentially contact (Fig. 4e). 

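The 3′ end of IL1B falls in the 10 kb bin from 113580001 to 113590000 on chromosome 2. Its mean scaled contact with the bins of the left loop anchor, from 113500001 to 113530000, was 811 ± 111 (SD, n = 2 libraries) in growing and 936 ± 21.1 (SD, n = 2) in RIS cells. This is a change of 0.21 on the log2 scale, which ranged from 0.073 to 0.35 with each library left out in turn. With the right anchor, from 113690001 to 113720000, the mean was 415 ± 37.9 in growing and 567 ± 4.22 in RIS cells, a change of 0.45. Both RIS libraries lay above both growing libraries in either case (exact permutation test, two-sided, p = 0.333 for each). Among the 16 bins between the anchors, this bin had the 3rd highest change toward the left anchor and the 5th highest toward the right. Cohesin ChIP-seq was not analysed here.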

Strikingly, the *MMP* locus, which contains other major SASP genes, was also characterized by the appearance of de novo cohesin at the 3′ end of *MMP1* (and, to a lesser extent, *MMP3*), as well as loop reorganization around the new cohesin peak (Supplementary Fig. 8a, b). 

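The captured MMP locus was taken from 102360001 to 102990000 on chromosome 11 and split at 102660001, the bin of the 3′ end of MMP1. The contrast of contacts within and between the parts, as defined for the IL1 locus, was 0.34 ± 0.01 (SD, n = 2 libraries) in growing and 0.63 ± 0.03 (SD, n = 2) in RIS cells. The change of 0.29 was larger than the spread between replicates (exact permutation test, two-sided, p = 0.333). Contacts between the parts went from -0.02 ± 0.02 to -0.28 ± 0.01, whereas contacts within the left part changed by -0.011 and within the right part by 0.075. Among 60 split points tried, this position had the highest change, but for the 23 split points from 102750001 on the contrast fell, by up to 0.30 at 102970001.

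**Figure D4:**
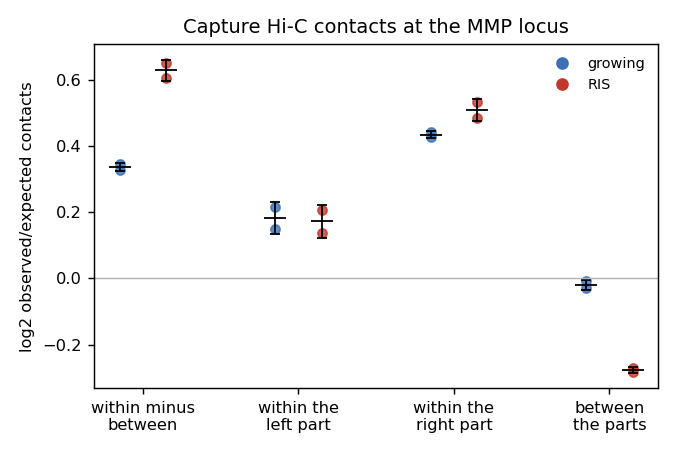
Mean log2 observed/expected capture Hi-C contacts at the MMP locus within and between the parts left and right of the split at MMP1, with a point per library (blue, growing; red, RIS; n = 2 each) and black bars for the mean and SD. Contacts between the parts lie at -0.02 in growing and -0.28 in RIS libraries.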

We confirmed that the cohesin increases at this locus also occurred in RIS WI38 cells (Supplementary Fig. 8c).

**Fig. 4:**
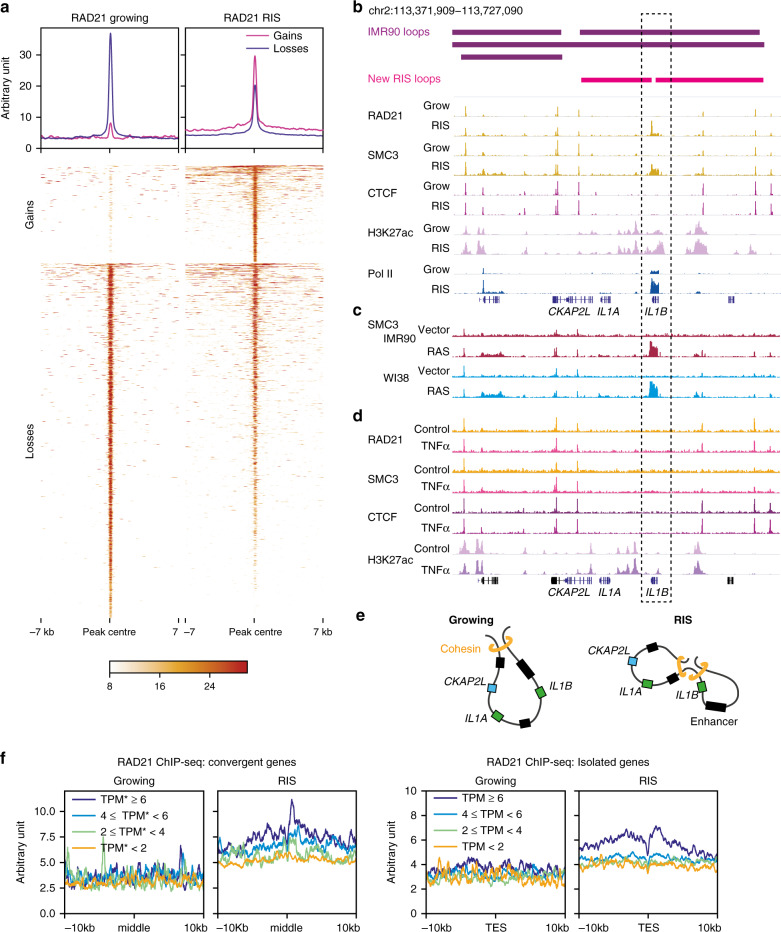
De novo cohesin binding is associated with high gene expression during RIS. **a** Profiles and heatmaps of THOR-normalized differential RAD21 ChIP-seq signal in growing and RIS IMR90 cells. Differential signals (‘Gains’ or ‘Losses’ during RIS) were determined with THOR^62^ at FDR 0.05. **b** Correlation between the inferred position of the new loop formation during RIS and indicated THOR-normalized ChIP-seq at the *IL1* locus. **c** THOR-normalized SMC3 ChIP-seq signal at the *IL1* locus in RIS IMR90 and WI38 cells, induced by constitutive expression of *HRAS*^*G12V*^. Grow, matched controls, which expressed control vector. **d** THOR-normalized ChIP-seq signal of cohesin (RAD21 and SMC3), CTCF and H3K27ac at the *IL1* locus in TNFα-treated and matched control IMR90 cells. **e** Simplified model of new sub-loop formation within the loop encompassing the *IL1A*, *IL1B* and *CKAP2L* promoters, separating *IL1B* from *IL1A* and *CKAP2L*, along with their specific enhancers. **f** Cohesin (THOR-normalized RAD21 ChIP-seq signal) distribution at the 3′ end of genes in RIS cells, grouped by log-transcripts-per-million (TPM) expression at convergent genes (overlapping extended 3′ ends) and isolated genes (no overlap with other genes). middle, middle points between the converging 3′ ends; TES, transcriptional end site. In the case of convergent genes, both genes in the pair were in the same expression category.

The elongated shape of the cohesin peaks without CTCF binding at the 3′ end of *IL1B* and *MMP1* was reminiscent of recently reported^37^ transcription-driven ‘cohesin islands’, which appear at the 3′ end of active convergent genes in double knockout (DKO) mouse embryonic fibroblasts (MEFs) of *Ctcf* and the cohesin release factor *Wings apart-like* (*Wapl*). The authors proposed that cohesin is loaded onto chromatin at the TSSs of a large number of active genes and is then relocated though transcription: if there is no CTCF in the way and no efficient cohesin release at the 3′ end of active genes, cohesin accumulates at the 3’ end of these genes^37^. A similar pattern of cohesin binding has been reported in wild-type yeast, which lacks a CTCF equivalent^38–40^. Thus, we hypothesized that genes highly active in RIS somehow allow for the accumulation of cohesin at their 3’ ends in a transcription-dependent manner, potentially promoting loop reorganization. To test this, we compared transcript abundance and cohesin binding at the 3’ end of genes. Both convergent (genes on opposite strands that terminate in the same place) and isolated (no overlap with other genes) genes in RIS IMR90 cells exhibited cohesin island-like binding and cohesin binding positively correlated with gene expression (Fig. 4f and Supplementary Fig. 9a, b). Consistent with the lack of cohesin islands detected in wild-type MEFs^37^, very few cohesin islands were detected in normal growing IMR90 cells. To confirm that cohesin islands were associated with the cellular condition, rather than a specific subset of active genes, we examined genes highly transcribed in both RIS and growing, but at higher levels in growing cells, for cohesin islands. Despite the reduced expression levels, cohesin islands were much more pronounced in the RIS condition (Supplementary Fig. 9c).

### ‘Cohesin island’ formation during RAS-induced senescence is transcription-dependent

To further investigate the transcriptional dependence of cohesin islands observed in RIS cells, we performed ChIP-seq experiments in RIS cells with or without 5,6-dichloro-1­β-­D-­ribofuranosylbenzimidazole (DRB) treatment, a transcription elongation inhibitor. The de novo cohesin peaks at the *IL1B*, as well as *MMP1* sites, but not the sharp cohesin peaks colocalized with CTCF, disappeared completely (Fig. 5a and Supplementary Fig. 8d). To gain a global view, we defined genome-wide RIS-associated cohesin islands by performing differential binding analysis between the cohesin ChIP-seq libraries from RIS cells with and without DRB treatment. We found 574 wide cohesin peaks (between 2 and 20 kb wide), which were lost with DRB treatment (Fig. 5b). 531 islands were associated with 614 genes, not only near the gene ends, but also on gene bodies and promoters (Supplementary Fig. 9d). Note, we found a small number of cohesin islands (27 peaks) at enhancers with no obvious overlap with specific gene loci (Supplementary Fig. 9d). Whether or not these peaks are associated with specific transcriptional activity is under investigation. The vast majority of those genes were highly expressed (89%) and in general, genes with cohesin islands had higher expression than genes without (Supplementary Fig. 10a). Moreover, similar to the previous study^37^, 374 of those genes formed pairs of convergent genes. In addition to *IL1B* and *MMP1* (discussed above), the genes with cohesin islands were enriched in pathways that have been implicated in senescence, such as *Wnt*, Autophagy and NF-κB signalling^2,41,42^ (Supplementary Fig. 10b), and included key SASP factors.

**Fig. 5:**
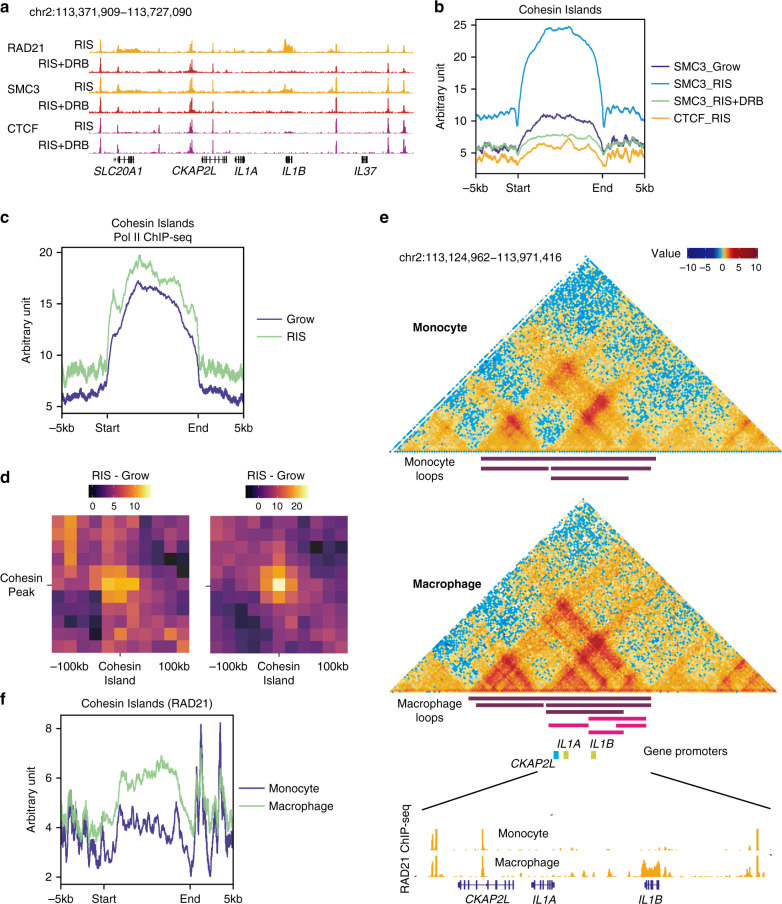
Transcription-dependent cohesin island formation during RIS and macrophage differentiation. **a** Representative genome browser images of indicated THOR-normalized ChIP-seq at the *IL1* locus with and without DRB treatment in RIS IMR90 cells. **b** Averaged SMC3 and CTCF ChIP-seq signal in indicated conditions in IMR90 cells over all scaled cohesin islands identified, flanked by extra 5 kb regions. **c** Pol II ChIP-seq profile in growing and RIS over all cohesin islands, as in (**b**). **d** Differential aggregated interaction neighbourhoods (at 20 kb resolution) between RIS and in growing. The left panel represents all interactions between cohesin islands and nearby cohesin peaks within 150 kb of each other. Compare to the right panel, which represents only significantly increasing Hi-C interactions during RIS between each cohesin island and nearby cohesin peaks (within 250 kb either side). **e** Cohesin islands at *IL1B* during macrophage terminal differentiation and loop representations determined by Phanstiel et al.^44^. Reanalysis of Hi-C matrices (5 kb resolution) of THP-1 monocytes and PMA-induced macrophages from Phanstiel et al.^44^ as well as RAD21 ChIP-seq from Heinz et al.^45^ in the same cell context. **f** RAD21 ChIP-seq signals in monocyte and macrophage^45^ over 65 cohesin islands shared by PMA-induced THP-1 macrophages and RIS IMR90 cells.

Consistent with the original cohesin islands defined in *Ctcf-Wapl* DKO MEFs^37^ the lack of CTCF binding of cohesin islands in RIS cells appeared to a general trend (Fig. 5b). Constitutive cohesin peaks which overlap CTCF peaks were not affected by the DRB treatment (Supplementary Fig. 10c). Moreover, the same cohesin islands defined in RIS IMR90 cells also occurred in RIS WI38 cells, but not in TNFα-treated IMR90 cells (Supplementary Fig. 10d, e). Consistent with their association with active transcripts, the epigenetic profile of cohesin islands showed a global trend of increased chromatin accessibility (ATAC-seq) and histone modifications associated with active chromatin such as H3K27ac ChIP-seq (Supplementary Fig. 10f). In addition, we conducted RNA polymerase II (Pol II) ChIP-seq in growing and RIS IMR90 cells and found that cohesin islands, but not the CTCF-positive constitutive cohesin peaks, were enriched for Pol II binding (Figs. 4b, 5c and Supplementary Fig. 8b), further supporting the transcriptional dependency of RIS-associated cohesin islands.

### Cohesin islands show increased interactions with nearby cohesin peaks

Next, we assessed whether RIS-associated cohesin islands modulate local chromatin structure, as observed at the *IL1* and *MMP* loci. Interactions between all (574) cohesin islands and surrounding cohesin peaks (4497 interactions) were increased in RIS in the Aggregate Peak Analysis (Fig. 5d, left). 185 cohesin islands exhibited significantly increased binding to local cohesin peaks (474 interactions, Fig. 5d, right). While experimental validation is necessary, these data suggest that cohesin islands likely contribute to changes in chromatin architecture during RIS, via de novo loop formation.

### Similar cohesin island formation is detected at the IL1 locus during macrophage differentiation

Finally, we asked whether changes similar to those observed at the *IL1* locus in RIS cells occur in any other context. In most other cell types with cohesin information from ENCODE^43^, the *IL1* locus cohesin binding pattern was similar to ‘normal’ IMR90 cells, suggesting that the loop structure at this locus is mostly conserved. However, Phanstiel et al.^44^ recently reported *IL1B* upregulation and concomitant loop formation at the locus during terminal differentiation of monocytes into macrophages, another fate-determination process of lineage-committed cells. They generated high-resolution Hi-C maps and RNA-seq datasets in the human monocytic leukaemia cell line THP-1 both before (monocytes) and after (macrophages) phorbol myristate acetate (PMA) treatment. We reanalysed these datasets and found that the new loop formation in the *IL1* locus in THP-1 macrophages was similar to RIS (Fig. 5e), concomitant with similar expression changes: upregulation of *IL1A* and *IL1B* and down-regulation of *CKAP2L*. Reanalysing RAD21 ChIP-seq data in the same THP-1 cell model from Heinz et al.^45^ revealed a de novo cohesin peak around *IL1B* (Fig. 5e). Genome-wide, cohesin binding also correlated with transcription levels (Supplementary Fig. 10g). 65 genes exhibited cohesin islands in both RIS and THP-1 macrophages (Fig. 5f). Together, these data suggest that transcription-dependent cohesin accumulation also occurs during macrophage terminal differentiation and particularly, the same cohesin-mediated loop alteration at the *IL1* locus (as in RIS) might facilitate transcription of genes in this locus.

## Discussion

We show that significantly altered EP contacts, associated with gene expression changes, occur during RIS. This is in stark contrast to proinflammatory gene expression programs in response to acute stress or signalling cues, which appear to be predominantly driven by TF recruitment and remodelling of epigenetic chromatin signatures, rather than by dynamic alteration of EP interactions. Our data indicate that EP contacts in HDFs exhibit plasticity, being susceptible to further modulation towards senescence. EP contacts in lineage-committed cells also exhibit plasticity towards terminal differentiation^20,44^. Mechanistically, our data suggest that this can be at least partly explained by the formation of transcription-dependent cohesin islands. We also observed the induction of cohesin islands during macrophage terminal differentiation (Fig. 5e, f), suggesting that their formation is not solely linked to senescence.

Despite the common features, there are some differences between cohesin islands between RIS and *Ctcf*-*Wapl* DKO MEFs. Generally, cohesin islands tended to be wider than the CTCF-associated structural cohesin peaks, yet narrower in RIS HDFs and macrophages (up to 20 kb) than those in *Ctcf*-*Wapl* DKO MEFs^37^ (up to 70 kb). Localization of RIS-associated cohesin islands appeared less restricted to 3′-ends of genes and they were often observed on gene bodies. The reasons behind these apparent differences are not clear but one possibility is the difference between the two genetic backgrounds. Further studies are required to understand how cohesin islands are formed in the presence of CTCF and WAPL in RIS fibroblasts and THP-1 macrophages. Importantly, in addition to their susceptibility to the DRB treatment, the RIS cohesin islands exhibited a strong correlation with Pol II ChIP-seq profiles, supporting the same mechanism, the transcription-dependent cohesin relocation, as proposed in *Ctcf-Wapl* DKO cells^37^.

Although the precise mechanism of how cohesin islands are triggered during senescence is unclear, it is tempting to speculate that the initial de novo cohesin accumulation promotes new loop formation, and thus, increased gene expression. This would further promote transcription-dependent cohesin accumulation, constituting a gene amplification feed-forward mechanism and eventually contributing to forming the phenotype specific gene expression profile. The enrichment of active enhancer marks on cohesin islands in RIS cells might also contribute to the ability of cohesin islands to form new interactions (Supplementary Fig. 10f). Our data highlight that such accumulation of cohesin islands does occur in physiological contexts in mammalian cells, where they potentially constitute an additional layer of gene regulation for cell fate determination, by modulating higher-order chromatin structure.

## Methods

### Cell culture

IMR90 and WI38 HDFs (ATCC) were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/10% foetal calf serum (FCS) in a 5% O_2_/5% CO_2_ atmosphere. Cell identity was confirmed by STR (short tandem repeats) genotyping. Cells were regularly tested for mycoplasma contamination and always found to be negative. The following compounds were used in cultures: 100 nM 4-hydroxytamoxifen (4OHT) (Sigma, H7904), 100 μM 5,6-dichloro­-1-­β-D­-ribofuranosylbenzimidazole (DRB) (Sigma, D1916), 10 ng/mL tumour necrosis factor alpha (TNFα) (PeproTech, 300-01 A) as indicated in individual figures. TNFα was added to the culture media to the final concentration of 10 ng/mL for 1 h before harvesting for ChIP-seq and immunofluorescence studies.

### Vectors

The following retroviral vectors were used: pLNCX2 (clontech) for *ER:HRAS*^*G12V*^ (Young et al.^21^), pBabe-puro for *HRAS*^*G12V*^. Senescence was induced using the ER:RAS system unless otherwise mentioned.

### DNA-FISH

DNA-FISH was performed as previously described^46^. Cells were plated onto glass coverslips the day before fixation. Cells were pre-treated with digitonin (150 μg/ml) in Cytoskeletal (CSK) Buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 10 mM PIPES pH 6.8), then fixed in 4% paraformaldehyde. Cells were permeabilized with 0.2% (v/v) Triton X-100 (Sigma, X100) in PBS, soaked in liquid nitrogen, treated in 0.1 M HCl and dehydrated in EtOH. We used the fluorescent labelled probes corresponding to the following BAC clones (Empire Genomics): 5-fluorescein-labelled RP11-57I3 (*NRG1* gene body, ‘gene probe’), 5-TAMRA-labelled RP11-451O18 (*NRG1* neighbouring region, ‘TAD probe’), 5-fluorescein-labelled RP11-185D13 (*HMGA2* gene body, ‘gene probe’) and 5-TAMRA-labelled RP11-63F4 (*HMGA2* neighbouring region, ‘TAD probe’). Confocal images were obtained using a Leica TCS SP8 microscope.

Analysis of FISH signal was performed using scikit-image ([https://scikit-image.org]), by filtering noise using Yen filters for the image channels with FISH signal and Li filter for the DAPI channel. The Clear Border segmentation algorithm was used both for determining individual cell nuclei from DAPI signal, as well as for detecting areas with high FISH signal. We determined the average distance between the peaks of the two types of FISH signals in each cell and then performed two-sided Student t-tests to determine whether distances between probes are significantly different between conditions.

### Immunofluorescence

Immunofluorescence staining was performed as described previously^46^. Briefly, cells were plated onto #1.5 glass coverslips coated with 0.1% gelatin (StemCell Technologies, 07903) the day before fixation. Cells were fixed in 1% (v/v) paraformaldehyde in PBS for 1 h at 4 °C and permeabilised with 0.2% (v/v) Triton X-100 (Sigma, X100) in PBS for 5 min at room temperature. The primary antibody used was anti-RELA (Cell Signalling Technology, 8242, lot # 13, 1:400) in PBS + 0.1% Tween 20 (Sigma P1379) (PBS-T). The secondary antibody used was goat anti-rabbit IgG (Alexa Fluor 488, Thermo Fisher, A-11034, lot # 2069632, 1:1000) in PBS-T. Cells were counter-stained with DAPI at 1 μM in the secondary antibody solution. Coverslips were mounted onto Superfrost Plus slides (Thermo Fisher, 10149870) with Vectashield Antifade mounting medium (Vector Laboratories Ltd. H-1000). Fluorescence images were obtained using Leica DMI6000B epifluorescence light microscope.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed as previously described^47,48^ for the following antibodies: anti-H3K27ac (Hiroshi Kimura Laboratory, clone CMA309^49^, 10 μg/20 M cells), anti-H3K27me3 (Hiroshi Kimura Laboratory, clone CMA323^49^, 5 μg/10 M cells), anti-CTCF (Cell Signaling Technology, 3418, clone D31H12, lot #1, 10 μL/20 M cells), anti-RAD21 (Katsuhiko Shirahige Laboratory^50^, 10 μg/20 M cells) and anti-SMC3 (Abcam ab9263, lot # GR290533-17 and GR3221084-8, 10 μg/20 M cells), anti-Pol II (Hiroshi Kimura Laboratory, clone C13B9^49^, 5 μg/10 M cells). Libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, E7645L) according to the manufacturer’s instructions except that size selection was performed after PCR amplification using AMPure XP beads (Beckman Coulter, A63881). Samples were sequenced paired-end using 50 bp reads on the Illumina platforms.

### Quantitative reverse transcription-PCR

RNA was prepared using the Qiagen RNeasy Plus Kit (74136, Qiagen) according to the manufacturer’s instructions and reverse-transcribed to cDNA using the Applied Biosystems High-Capacity Reverse Transcription Kit (43-688-13, Thermo Fisher). Relative expression was calculated as previously described^31^ on an Applied Biosystems Quantstudio 6 by the 2^−ΔΔCt^ method using β-actin (*ACTB*) as an internal control. The primers used are mentioned in Supplementary Data 7.

### Hi-C and capture Hi-C

Hi-C and capture Hi-C libraries were generated as previously described^51–53^ using the in-nucleus ligation protocol^54^. For each sample and replicate 50 million IMR90 cells were used. For capture Hi-C, biotinylated 120-mer RNA baits complementary to both ends of each target *HindIII* restriction fragment of interest were designed. Target sequences were valid if they contained no more than two consecutive N’s, were within 330 bp of the *HindIII* restriction site and had a GC content ranging between 25 and 65%.

### Hi-C data processing

Hi-C and cHi-C libraries were quality checked with FastQC and aligned with HiC-Pro^55^ against the hg19 genome build. Artefacts were identified and removed using both HiC-Pro and diffHic^28^ (R Bioconductor package) and reads were counted into bins at several resolutions (*HindIII* and 5 kb for cHi-C and 10 kb–100 kb for Hi-C). Read duplicates were removed using samtools^56^ markdup. We used HiC-Spector^22^ and HiCRep^23^ to check for the similarity between biological replicates.

### A/B compartments

A/B compartments were called as before^24^, by performing PCA on distance-corrected, ICE-normalized Hi-C matrices at 100 kb resolution. The principal component which correlated well in absolute value with H3K4me1 ChIP-seq signal was chosen as representative of A/B compartments. The sign of the A/B compartments vector was set to match the sign of the correlation with H3K4me1 signal so that A compartment regions were represented by positive values and B compartment regions were represented by negative values.

### TADs

TADs were called using TADbit^30^ from Hi-C matrices at 40 kb resolution. A confidence score between 1 and 10 was assigned to each TAD border by TADbit. TADs from different biological replicates were combined in a consensus set per condition using TADbit by only considering common TAD borders with scores over 7 (out of 10). Normalized Mutual Information (NMI) was used to compare the growing and the RIS set of TAD borders for agreement, using the R package NMI (CRAN [https://cran.r-project.org]). The exact positions (bin) of the TAD borders were used to compare growing and RIS borders.

### Interaction modelling

We used TADbit^30^ to compute 3D models of the interactions of genes released from H3K27me3 neighbourhoods using the ICE-normalized matrices at 20 kb resolution, combined across biological replicates for growing and RIS, respectively. The matrices used correspond to the subset of interactions of one of two TADs around each gene of interest. In each case, we tried several parameter spaces for IMP parameter optimisation, employed by TADbit. For each region, we then chose the parameter subspace which fit the interaction values curve best. Modelling with IMP^57^ within TADbit was then performed with the parameters optimised for each case. The top 10 models predicted in each case were selected and exported from TADbit as XYZ coordinates.

### Differential interaction analysis

We performed differential interaction analysis between growing and RIS Hi-C and cHi-C libraries at several resolutions (*HindIII* and 5 kb for cHi-C and 10 kb–100 kb for Hi-C, increasing in 5 kb steps) using diffHic^28^ (R Bioconductor). Libraries with artefacts and duplicates removed were further filtered for low counts and diagonal entries. Using diffHic, we performed non-linear normalization (LOESS) to remove trended biases between libraries. We tested for significant interaction changes at 5% FDR by using quasi-likelihood F-tests and Benjamini–Hochberg multiple testing correction from diffHic.

Enhancer-promoter interactions were annotated by checking the bins involved in significant differential interactions for overlaps with enhancers and promoters. We used cHi-C EP interactions annotated using *HindIII* fragments and we combined Hi-C EP interactions determined at 10 kb, 15 kb, 20 kb, 25 kb, and 30 kb, filtered for enhancers longer than 7.5 kb. Enhancers were determined as before^6^, using H3K27ac peaks which overlap ATAC-seq peaks in each condition and collapsing peaks nearer than 12.5 kb. Promoters were represented as 5 kb regions around the TSS of protein-coding genes (GENCODE v19 reference). Only promoters of differentially expressed genes in RIS were considered.

### Using cHi-C to filter EP interactions determined with Hi-C

In order to annotate EP interactions from Hi-C more robustly, we compared several filtering strategies at different resolutions, using the contacts detected using cHi-C as a baseline for comparison, due to their accuracy at high resolution (*HindIII*). We wanted to maximise the number of EP interactions detected in the captured regions from both Hi-C and cHi-C and to minimise the interactions detected from Hi-C but not from cHi-C, which were likely false positives. We tried selecting only interactions involving enhancers of large sizes (over 5 kb, 7.5 kb or 10 kb) or genes which were more robustly differentially expressed in RIS (FDR < 0.01), as well as selecting bins without other regulatory elements. All of these filters were applied on EP interactions detected at resolutions between 10 kb and 100 kb as bin size can also affect the accuracy of the interactions detected. Finally, we selected resolutions higher than 30 kb (10 kb, 15 kb, 20 kb, 25 kb, 30 kb) and interactions involving enhancers larger than 7.5 kb for the EP interactions annotated from Hi-C.

### ChIP-seq analysis

ChIP-seq libraries were aligned against the hg19 genome build using bowtie2^58^ and uniquely mapping reads which did not bind to ‘blacklisted regions’^43,59^ were used for further analysis. Peak calling was performed using MACS2^60^ with insert sizes calculated using the R Bioconductor ChIPQC package^61^. Consensus peak sets were calculated for each condition by selecting peaks which appear in at least two replicates. Differential binding analysis was performed using THOR^62^ and genomic regions were filtered for significant binding changes at 5% FDR and a minimum of 100 reads per location in at least one of the conditions. DeepTools^63^ was used to calculate and visualize ChIP-seq profiles summarized across genomic regions.

### RNA-seq analysis

RNA-seq libraries were aligned using STAR^64^ against the hg19 genome build and reads were counted against genes (GENCODE v19 reference [https://www.gencodegenes.org/human/release_19.html]) using subread^65^. Differential expression analysis was performed using glmTREAT from edgeR^66^ and significantly differentially expressed genes were selected at 5% FDR. log-TPM expression values were also calculated for the analysis of transcription and cohesin binding. Gene enrichment analysis of sets of genes of interest was performed using the enrichR R package (CRAN [https://cran.r-project.org]) which queries EnrichR^67,68^ against the WikiPathways database.

### Data visualization

Hi-C matrices corresponding to combined biological replicates were used for visualization. The raw matrices for each replicate were combined by calculating the overall negative binomial mean contacts with correctedContact from diffHic^28^ and further normalized using ICE^24^ and distance correction as part of the correctedContact functionality. Plotting the matrices was performed using a custom set of R scripts consisting of horizontal rotation of the matrix coordinates and overlaid genomic information such as enhancer and promoter positions, ChIP-seq tracks or interaction arcs. Interactions were coloured using a non-linear scale which represented interaction values above and below the expected values (positive and negative values, respectively, determined with distance correction) with ‘warm’ and ‘cold’ colours, respectively. In the case of overlaying cHi-C matrices at *HindIII* resolution, each interaction unit was represented as equally sized, despite the variable lengths of *HindIII* fragments. The R scripts used for this visualisation strategy were made available as a package called hicvizR (https://gitlab.com/ilyco/hicvizr). ChIP-seq tracks represented were THOR-normalized (input subtracted and library-normalized) bigWig files produced during the differential binding analysis. The tracks were exported from IGV^69^ and were scaled to be within the same interval, to allow for comparison between conditions. RNA-seq bigWig files were also produced for visualization of expression and TMM factors were used for normalization of the signal between libraries. Models derived from Hi-C interactions using TADbit^30^ were visualized using the R package rgl (CRAN [https://cran.r-project.org]). The points corresponding to a model are centred around 0. The curve used to visualize the model is drawn by adding 10 additional points between every pair of points in the set of original coordinates by interpolation with the spline function in R. The radial image of loops with cohesin/CTCF changes in Fig. 3b was achieved using ggplot2 R package by representing each loop segment (genomic region between the two loop ends) radially and scaled so that all the segments have the same length. Different chromosomes are segregated by white space and CTCF/cohesin changes are plotted as dots whose position is relative to the loop segment.

### Cohesin islands

We investigated the association between cohesin accumulation and transcription by grouping genes by expression level (represented as log-TPM averaged across biological replicates) and plotting their SMC3 and RAD21 ChIP-seq profile. The binding profile was centred either at their transcription end site (TES) in the case of isolated genes or in the middle of the genomic region bounded by TES of two convergent genes. We focused this analysis on isolated and convergent genes, like in Busslinger et al.^37^, in order to avoid biases caused by genes with overlapping regions post 3′UTR. Small increases in signal were observed before the TES as well caused by short genes which show cohesin binding on their gene bodies as well.

We determined cohesin islands by comparing the RIS cohesin ChIP-seq libraries with and without DRB treatment (transcription elongation inhibitor). We then selected significantly differentially bound regions larger than 2 kb. We eliminated possible false positives which can occur due to genes with overlapping 3′ end regions (such as convergent genes) by filtering for highly expressed genes. Genes with cohesin islands were determined by overlapping 10 kb regions starting at the TES with the cohesin islands determined.

### Interaction neighbourhood aggregation

We identified general trends of certain subsets of interactions by selecting a two-dimensional neighbourhood around each interaction of interest, and summing the corresponding Hi-C sub-matrix (from the ICE-normalized and distance-corrected matrix averaged across replicates, as described earlier), similarly to Aggregate Peak Analysis^13^. Each interaction pixel was divided by the number of sub-matrices added minus the number of missing values. We selected a 200 kb region around each bin containing a cohesin peak of interest which, at 20 kb resolution, resulted in neighbourhoods of 11 × 11 pixels. Differential aggregated matrices were computed by subtracting the growing-specific aggregated matrix from the RIS one.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Hi-C and cHi-C data in growing and senescent IMR90 cells, as well as ChIP-seq data in IMR90 and WI38 human diploid fibroblasts in the growing (with and without TNFα treatment) and RIS (with and without DRB treatment) conditions were deposited in the Gene Expression Omnibus: GSE135093. Publicly available data in growing and senescent IMR90 cells were reanalysed from our previous studies: H3K4me3 and H3K27me3 ChIP-seq from Chandra et al.^25^ (“GSE38448”), H3K27ac ChIP-seq and ATAC-seq from Parry et al.^27^ (“GSE103590”), RNA-seq data from Hoare et al.^26^ (“GSE72404”). The following external datasets were reanalysed: RAD21 and CTCF ChIP-seq in monocyte (THP-1) and macrophage (PMA-induced) controls from Heinz et al.^45^ (“GSE103477”), RNA-seq and Hi-C in monocyte (THP-1) and macrophage (PMA-induced) controls from Phanstiel et al.^44^ (“GSE96800”, “PRJNA385337”), RNA-seq and Hi-C in IMR90 cells with or without TNFα treatment from Jin et al.^15^ (“GSE43070”), Hi-C data in growing and senescence WI38 cells from Chandra et al.^7^ (“PRJEB8073”). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data for Fig. 1e, Supplementary Fig. 2c and 7b are provided with this paper (Supplementary Data 8). A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Transcription-dependent cohesin repositioning rewires chromatin loops in cellular senescence
**Source:** Nat Commun. 2020 Nov 27;11:6049. doi: 10.1038/s41467-020-19878-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Supplementary Data Description

**Supplementary Data 1.** List of captured regions with hg19 coordinates

**Supplementary Data 2.** Number of valid reads aligned from each Hi-C and cHi-C library, as well as the number of reads corresponding to various types of artefacts

**Supplementary Data 3.** The coordinates of the top 10 TADs with the most interaction changes during RIS in IMR90 cells

**Supplementary Data 4.** RIS-associated up-regulated genes, which also show reduced interactions with H3K27me3 regions

**Supplementary Data 5.** Enhancer-promoter differential contacts from cHi-C (*HindIII* resolution) and Hi-C (at different resolutions)

**Supplementary Data 6.** Genes with cohesin islands in RIS IMR90 cells

**Supplementary Data 7.** List of primers used

**Supplementary Data 8.** Source data. Quantification of the average FISH distances per cell used for Fig. 1e, data values used for Supplementary Fig. 2c and 7b

# Supplementary material for: Transcription-dependent cohesin repositioning rewires chromatin loops in cellular senescence
**Source:** Nat Commun. 2020 Nov 27;11:6049. doi: 10.1038/s41467-020-19878-4
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis

Code availability. Custom scripts used for enhancer-promoter annotation and filtering THOR differential binding output were uploaded to the OSF public repository ([https://osf.io/xajd3/?view\\_only=6860fe4b8421475485b7e251d735db58](https://osf.io/xajd3/?view_only=6860fe4b8421475485b7e251d735db58)). A package for visualization of Hi-C matrices is also available on GitLab (<https://gitlab.com/ilyco/hicvizr>).

We used the following software for data analysis:

HiC-Pro (2.10.0)  
TADbit (0.4.2)  
R (3.4.4)  
python (2.7.12)  
MACS2 (2.1.1.20160309)

THOR (0.11.4)  
FastQC (0.11.5)  
samtools (1.6 (using htlib 1.6))  
deeptools (2.5.4)  
bowtie2 (2.3.0 64bit)  
STAR (2.5.3a)  
subread (1.5.2)  
HiC-Spector (1.0)  
HiCRep (1.2.0)

We used the following R packages for data analysis and visualization (mentioned in the Methods section):

R CRAN rgl (0.100.19)  
 R CRAN ggplot2 (3.1.0)  
 R CRAN enrichR (1.0)  
 R CRAN ggsignif (0.4.0)  
 R CRAN package NMI (2.0)  
 R Bioconductor diffHic (1.10.0)  
 R Bioconductor edgeR (3.20.9)  
 R Bioconductor ChIPQC (1.14.0)

Analysis of FISH signal was performed using scikit-image (<https://scikit-image.org>, 0.14.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability. Hi-C and cHi-C data in growing and senescent IMR90 cells, as well as ChIP-seq data in IMR90 and WI38 human diploid fibroblasts in the growing (with and without TNF treatment) and RIS (with and without DRB treatment) conditions were deposited in the Gene Expression Omnibus: GSE135093 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135093>]. Publicly available data in growing and senescent IMR90 cells were reanalysed from our previous studies: H3K4me3 and H3K27me3 ChIP-seq from Chandra et al.25 (GSE38448, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38448>]), H3K27ac ChIP-seq and ATAC-seq from Parry et al.27 (GSE103590, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103590>]), RNA-seq data from Hoare et al.26 (GSE72404, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72404>])). The following external datasets were reanalysed: RAD21 and CTCF ChIP-seq in monocyte (THP-1) and macrophage (PMA-induced) controls from Heinz et al.45 (GSE103477, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103477>]), RNA-seq and Hi-C in monocyte (THP-1) and macrophage (PMA-induced) controls from Phansti et al.44 (GSE96800, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE96800>]), PRJNA385337, [<https://www.ncbi.nlm.nih.gov/bioproject/385337>]), RNA-seq and Hi-C in IMR90 cells with or without TNF treatment from Jin et al.15 (GSE43070, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43070>]), Hi-C data in growing and senescence WI38 cells from Chandra et al.7 (PRJEB8073, [<https://www.ebi.ac.uk/ena/browser/view/PRJEB8073>])). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this Article is available as a Supplementary Information file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes for ChIP-seq and Hi-C experiments were determined by comparison with previous studies (see below) and by taking into consideration the fact that we are studying one condition (RAS-induced senescence) against control (growing, proliferating cells). The dynamic range of DNA binding of the proteins studied (CTCF, RAD21, SMC3) appeared saturated based on the number of common peaks between replicates and on the Pearson correlation coefficients between normalised signal tracks. The number of Hi-C and cHi-C replicates was assessed based on their good agreement (as determined with two independent methods) and the cis/trans interactions ratio, which was similar to other studies.

Experience of the authors performing Hi-C and ChIP-seq experiments in previous studies, as well as their experience in developing Capture HiC (cHi-C), allowed us to confidently select the number of replicates and library sizes for each of our experiments. Please refer to the following studies which use two Hi-C/cHi-C replicates per condition and similar library sizes per sample:

Thiecke MJ, Wutz G, Muhar M, Tang W, Bevan S, Malysheva V, Stocsits R, Neumann T, Zuber J, Fraser P, Schoenfelder S, Peters JM, Spivakov M (2020)

Cohesin-dependent and independent mechanisms support chromosomal contacts between promoters and enhancers  
 Cell Reports 32:107929

Schoenfelder S, Mifsud B, Senner CE, Todd CD, Chrysanthou S, Darbo E, Hemberger M, Branco MR (2018)  
 Divergent wiring of repressive and active chromatin interactions between mouse embryonic and trophoblast lineages

Nature Communications 9:4189

Koohy H, Bolland DJ, Matheson LS, Schoenfelder S, Stellato C, Dimond A, Várnai C, Chovanec P, Chessa T, Denizot J, Manzano Garcia R, Wingett SW, Freire-Pritchett P, Nagano T, Hawkins P, Stephens L, Elderkin S, Spivakov M, Fraser P, Corcoran AE, Varga-Weisz PD (2018) Genome organization and chromatin analysis identify transcriptional downregulation of insulin-like growth factor signaling as a hallmark of aging in developing B cells  
Genome Biology 19: 126

Novo CL, Javierre BM, Cairns J, Segonds-Pichon A, Wingett SW, Freire-Pritchett P, Furlan-Magaril M, Schoenfelder S, Fraser P, Rugg-Gunn PJ (2018) Long-range enhancer interactions are prevalent in mouse embryonic stem cells and are reorganized upon pluripotent state transition  
Cell Reports 22: 2615-2627

Comoglio F, Park HJ, Schoenfelder S, Barozzi I, Bode D, Fraser P, Green AR (2018) Thrombopoietin signaling to chromatin elicits rapid and pervasive epigenome remodeling within poised chromatin architectures  
Genome Research 28: 295-309

Freire-Pritchett P, Schoenfelder S, Várnai C, Wingett SW, Cairns J, Collier AJ, García-Vílchez R, Furlan-Magaril M, Osborne CS, Fraser P, Rugg-Gunn PJ, Spivakov M (2017) Global reorganisation of cis-regulatory units upon lineage commitment of human embryonic stem cells  
eLife 6. pii: e21926

McGovern A, Schoenfelder S, Martin P, Massey J, Duffus K, Plant D, Yarwood A, Pratt AG, Anderson AE, Isaacs JD, Diboll J, Thalayasingam N, Ospelt C, Barton A, Worthington J, Fraser P, Eyre S, Orozco G (2016) Capture Hi-C identifies a novel causal gene, IL20RA, in the pan-autoimmune genetic susceptibility region 6q23.  
Genome Biology 17:212.

Wilson NK, Schoenfelder S, Hannah R, Sánchez Castillo M, Schütte J, Ladopoulos V, Mitchelmore J, Goode DK, Calero-Nieto FJ, Moignard V, Wilkinson AC, Jimenez-Madrid I, Kinston S, Spivakov M, Fraser P, Göttgens B (2016) Integrated genome-scale analysis of the transcriptional regulatory landscape in a blood stem/progenitor cell model.  
Blood. Jan 25. pii: blood-2015-10-677393.

Schoenfelder S, Sugar R, Dimond A, Javierre BM, Armstrong H, Mifsud B, Dimitrova E, Matheson L, Tavares-Cadete F, Jurkowski W, Segonds-Pichon A, Wingett S, Furlan-Magaril M, Tabbada K, Andrews S, Herman B, LeProust E, Osborne CS, Koseki H, Fraser P, Luscombe NM, Elderkin S (2015) Polycomb repressive complex PRC1 spatially constrains the mouse embryonic stem cell genome  
Nature Genetics 47: 1179-86

Schoenfelder S, Furlan-Magaril M, Mifsud B, Tavares-Cadete F, Sugar R, Javierre BM, Nagano T, Katsman Y, Sakthidevi M, Wingett S, Dimitrova E, Dimond A, Edelman LB, Elderkin S, Tabbada K, Darbo E, Andrews S, Herman B, Higgs A, LeProust E, Osborne CS, Mitchell JA, Luscombe NM, Fraser P (2015) The pluripotent regulatory circuitry connecting promoters to their long-range interacting elements  
Genome Research 25: 582-597

Mifsud B, Tavares-Cadete F, Young AN, Sugar R, Schoenfelder S, Ferreira L, Wingett S, Andrews S, Ewels P, Herman B, Happe S, Higgs A, LeProust E, Follows GA, Fraser P, Luscombe NM, Osborne CS (2015) High-resolution capture Hi-C to map long-range promoter contacts in human cells  
Nature Genetics 47: 598-606

Similarly, we chose a minimum of two replicates per condition for each ChIP-seq experiment, with more the four replicates for our main results regarding cohesin DNA binding (described in depth in the sections below dedicated to ChIP-seq), based on our previous studies performing ChIP-seq in human fibroblasts:

Chandra, T. et al. Independence of Repressive Histone Marks and Chromatin Compaction during Senescent Heterochromatic Layer Formation. Mol. Cell 47, 203–214 (2012).

Sadaie, M. et al. Redistribution of the Lamin B1 genomic binding profile affects rearrangement of heterochromatic domains and SAHF formation during senescence. Genes Dev. 27, 1800–8 (2013).

Parry, A. J. et al. NOTCH-mediated non-cell autonomous regulation of chromatin structure during senescence. Nat. Commun. 9, 1-15 (2018).

#### Data exclusions

One of the RAS-induced Senescence Hi-C samples was excluded due to lower number of available valid reads and low complexity, which rendered its comparison to control samples inadequate and thus we included two Hi-C RAS-induced Senescence replicates and three Growing replicates. No other data exclusions were performed as all other experiments (cHi-C, all ChIP-seq) were replicated with success.

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | <p>Our Hi-C dataset consists of three Growing control replicates and two RAS-induced Senescence replicates, as well as two capture Hi-C Growing replicates and two capture Hi-C RAS-induced Senescence replicates. We used HiC-Spector and HiCRep in order to check the similarity between Hi-C samples and good agreement was reported. For ChIP-seq experiments, we checked agreement between replicates in terms of number of common peaks detected and overall Pearson correlation between normalized signal (with subtracted input), calculated genome-wide using 10kb bins. The number of ChIP-seq replicates for each condition is described in detail below. qPCR experiments were performed to confirm the up-regulation of HMGA2, IL1A and IL1B with the following number of replicates: 8 replicates (8 growing, 8 senescence) for HMGA2, and 9 replicates for growing and 9 senescence replicates for IL1A and IL1B. FISH experiments for NRG1 and HMGA2 genes and nearby genomic regions were performed in two replicates of Growing and two replicates of senescence.</p> <p>All attempts at replication were successful, except for one of the Hi-C samples which exhibited low complexity and was removed from further analysis.</p> |
| Randomization | <p>Only two experimental groups are analysed mainly throughout our study: control and senescence. All the comparisons we performed were pairwise between control and senescent cells or between control and other treatment (TNFa/DRB). We prioritized handling samples in ways which ensure no accidental mislabeling or switching can occur and batch effects are minimized. The readout from all the experiments was sequencing.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding      | <p>Blinding is not applicable in our case because no grouping was present besides the two conditions studied, which have to be prepared in different ways and cannot be mislabeled.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>anti-H3K27ac (Hiroshi Kimura Laboratory, clone CMA309, 10 µg/20M cells)<br/> anti-H3K27me3 (Hiroshi Kimura Laboratory, clone CMA323, 5 µg/10M cells)<br/> anti-CTCF (Cell Signaling Technology, 3418, lot # 1, clone D31H12, 10 µg/20M cells)<br/> anti-RAD21 (Katsuhiko Shirahige Laboratory, 10 µg/20M cells)<br/> anti-SMC3 (Abcam ab9263, lot # GR290533-17 and GR3221084-8, 10 µg/20M cells)<br/> anti-PolII (Hiroshi Kimura Laboratory, clone C13B9, 10 µg/20M cells)<br/> anti-RELA (Cell Signalling Technology, 8242, lot # 13, 1:400)<br/> anti-rabbit IgG (Alexa Fluor 488, Thermo Fisher, A-11034, lot # 2069632, 1:1000)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Validation      | <p>anti-H3K27ac and anti-H3K27me3 and anti-PolII - mentioned in Kimura, H., Hayashi-Takanaka, Y., Goto, Y., Takizawa, N. &amp; Nozaki, N. The Organization of Histone H3 Modifications as Revealed by a Panel of Specific Monoclonal Antibodies. Cell Struct. Funct. 33, 61–73 (2008).</p> <p>anti-RAD21: mentioned in Minamino, M. et al. Esco1 Acetylates Cohesin via a Mechanism Different from That of Esco2. Curr. Biol. 25, 1694–1706 (2015).</p> <p>anti-CTCF: Cell Signaling Technology mentions several studies which used this antibody including Liu, E. M. et al. Identification of Cancer Drivers at CTCF Insulators in 1,962 Whole Genomes. Cell Syst. 8, 446-455.e8 (2019).</p> <p>anti-SMC3: Abcam mentions several studies which used this antibody including: Wang, T. et al. Smc3 is required for mouse embryonic and adult hematopoiesis. Exp. Hematol. 70, 70-84.e6 (2019).</p> <p>anti-RELA: Cell Signaling Technology mentions several studies which used this antibody including Kozako T, Suzuki T, Yoshimitsu M, et al. Novel small-molecule SIRT1 inhibitors induce cell death in adult T-cell leukaemia cells. Sci Rep. 2015;5:11345. 2015 Jun 19. doi:10.1038/srep11345</p> <p>anti-rabbit IgG (Alexa Fluor 488, Thermo Fisher cat#A-11034): Gonzalez-Perez et al. Front Cell Neurosci. 2018 May 15;12:132. doi: 10.3389/fncel.2018.00132. eCollection 2018.</p> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

WI38 (ATCC)

Authentication

Cell identity was confirmed by STR (short tandem repeats) genotyping.

Mycoplasma contamination

Cells were regularly tested for mycoplasma contamination and always found to be negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

The following secure token has been created to allow review of record GSE135093 while it remains in private status:  
szqfkguzxeljmt.

Files in database submission

SLX-12520.A001.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A002.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A003.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A004.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A005.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A006.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A007.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A008.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A009.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A010.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A011.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-12520.A012.HGHNMBBXX.s\_7.r\_1.fq.gz  
 SLX-15808.NEBNext14.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext15.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext16.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext18.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext21.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext22.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext23.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15808.NEBNext25.H23V3BBXY.s\_6.r\_1.fq.gz  
 SLX-15809.NEBNext01.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext01.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext03.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext03.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext08.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext08.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext10.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext10.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext13.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext13.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext16.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext16.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext18.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext18.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext22.H27NVBBXY.s\_1.r\_1.fq.gz  
 SLX-15809.NEBNext22.H55H5BBXY.s\_1.r\_1.fq.gz  
 SLX-18021.NEBNext01.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext01.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext01.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext01.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext02.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext02.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext02.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext02.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext03.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext03.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext03.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext03.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext04.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext04.H7TY5DRXX.s\_2.r\_2.fq.gz

6

SLX-18021.NEBNext22.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext22.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext23.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext23.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext23.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext23.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext25.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext25.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext25.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext25.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext27.H7TY5DRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext27.H7TY5DRXX.s\_2.r\_2.fq.gz  
 SLX-18021.NEBNext27.HCLNVDRXX.s\_2.r\_1.fq.gz  
 SLX-18021.NEBNext27.HCLNVDRXX.s\_2.r\_2.fq.gz  
 SLX-17459.NEBNext22.HCGCMDRXX.s\_1.r\_1.fq.gz  
 SLX-17459.NEBNext22.HCGCMDRXX.s\_1.r\_2.fq.gz  
 SLX-17459.NEBNext23.HCGCMDRXX.s\_1.r\_1.fq.gz  
 SLX-17459.NEBNext23.HCGCMDRXX.s\_1.r\_2.fq.gz  
 CTCF\_Growing\_1.bw  
 CTCF\_Growing\_2.bw  
 CTCF\_Growing\_3.bw  
 CTCF\_RIS\_1.bw  
 CTCF\_RIS\_2.bw  
 CTCF\_RIS\_3.bw  
 CTCF\_Growing\_4.bw  
 CTCF\_RIS\_4.bw  
 CTCF\_RIS\_DRB\_1.bw  
 CTCF\_RIS\_DRB\_2.bw  
 CTCF\_TNFa\_1.bw  
 CTCF\_TNFa\_2.bw  
 H3K27me3\_Growing.bw  
 H3K27me3\_RIS.bw  
 RAD21\_Growing\_1.bw  
 RAD21\_Growing\_2.bw  
 RAD21\_Growing\_3.bw  
 RAD21\_RIS\_1.bw  
 RAD21\_RIS\_2.bw  
 RAD21\_RIS\_3.bw  
 RAD21\_RIS\_4.bw  
 RAD21\_RIS\_5.bw  
 RAD21\_RIS\_DRB\_1.bw  
 RAD21\_RIS\_DRB\_2.bw  
 SMC3\_Growing\_1.bw  
 SMC3\_Growing\_2.bw  
 SMC3\_pBabe\_RAS.bw  
 SMC3\_pBabe\_v.bw  
 SMC3\_RIS\_1.bw  
 SMC3\_RIS\_2.bw  
 SMC3\_RIS\_3.bw  
 SMC3\_RIS\_DRB\_1.bw  
 SMC3\_RIS\_DRB\_2.bw  
 WI38\_SMC3\_pBabe\_RAS.bw  
 WI38\_SMC3\_pBabe\_v.bw  
 RAD21\_Growing\_4.bw  
 RAD21\_TNFa\_1.bw  
 RAD21\_TNFa\_2.bw  
 SMC3\_Growing\_3.bw  
 SMC3\_TNFa\_1.bw  
 SMC3\_TNFa\_2.bw  
 H3K27ac\_Growing.bw  
 H3K27ac\_TNFa.bw  
 PolII\_Growing\_1\_l1.fq.gz  
 PolII\_Growing\_1\_l2.fq.gz  
 PolII\_Growing\_2\_l1.fq.gz  
 PolII\_Growing\_2\_l2.fq.gz  
 PolII\_Growing\_3\_l1.fq.gz  
 PolII\_Growing\_3\_l2.fq.gz  
 PolII\_Growing\_4\_l1.fq.gz

PolII\_Growing\_4\_I2.fq.gz  
 PolII\_RIS\_1\_I1.fq.gz  
 PolII\_RIS\_1\_I2.fq.gz  
 PolII\_RIS\_2\_I1.fq.gz  
 PolII\_RIS\_2\_I2.fq.gz  
 PolII\_RIS\_3\_I1.fq.gz  
 PolII\_RIS\_3\_I2.fq.gz  
 PolII\_RIS\_4\_I1.fq.gz  
 PolII\_RIS\_4\_I2.fq.gz  
 Input\_Growing\_1\_I1.fq.gz  
 Input\_Growing\_1\_I2.fq.gz  
 Input\_Growing\_2\_I1.fq.gz  
 Input\_Growing\_2\_I2.fq.gz  
 Input\_Growing\_3\_I1.fq.gz  
 Input\_Growing\_3\_I2.fq.gz  
 Input\_RIS\_1\_I1.fq.gz  
 Input\_RIS\_1\_I2.fq.gz  
 Input\_RIS\_2\_I1.fq.gz  
 Input\_RIS\_2\_I2.fq.gz  
 Input\_RIS\_3\_I1.fq.gz  
 Input\_RIS\_3\_I2.fq.gz  
 PolII\_Growing\_1.bw  
 PolII\_RIS\_1.bw  
 PolII\_Growing\_2.bw  
 PolII\_RIS\_2.bw  
 PolII\_Growing\_3.bw  
 PolII\_RIS\_3.bw  
 PolII\_Growing\_4.bw  
 PolII\_RIS\_4.bw

Genome browser session  
(e.g. [UCSC](#))

Tracks with normalized ChIP-seq signal (THOR: library normalized and input subtracted) were submitted to GEO which can be downloaded and visualized with the genome browser of choice.

## Methodology

### Replicates

CTCF ChIP-seq consisted of four replicates for growing (control) IMR90 cells and RAS-induced Senescence (RIS) IMR90 cells, respectively, two replicates of CTCF in TNF $\alpha$  treated IMR90 cells and two replicates of CTCF in RIS IMR90 cells with DRB treatment. Cohesin ChIP-seq consisted of four replicates of RAD21 in growing IMR90 cells, five replicates of RAD21 in RIS IMR90 cells, three replicates of SMC3 in growing IMR90 cells, three replicates of SMC3 in RIS IMR90 cells, two replicates of RAD21 in growing IMR90 cells with TNF $\alpha$  treatment, two replicates of SMC3 in growing with TNF $\alpha$  treatment IMR90 cells, two replicates of RAD21 in RIS IMR90 cells with DRB treatment, two replicates of SMC3 in RIS IMR90 cells with DRB treatment, one replicate of SMC3 in growing IMR90 cells with empty vector and one SMC3 replicate in RIS (pBabe induced) IMR90 cells, one replicate of SMC3 in growing WI38 cells with empty vector and one SMC3 replicate in RIS (pBabe induced) WI38 cells.

ChIP-seq for H3K27me3 consisted of one growing and one RIS replicates and was matched with ChIP-seq data from a previous study (Chandra et al. 2012, mentioned in Methods) performed using the same system (RAS-induced Senescence against control growing cells). ChIP-seq for H3K27ac consisted of one replicate corresponding to growing cells and one corresponding to cells treated with TNF $\alpha$ . ChIP-seq for Pol II consisted of 4 growing and 4 RIS replicates.

Replicates agree with over 0.7 Pearson correlation, were checked for clustering between conditions with ChIPQC (R Bioconductor) and a large number of peaks coincide between each pair of replicates in each case, calculated using a consensus peak set for each condition, defined as the set of peaks which appears in at least two replicates: growing CTCF - consensus set consists of 44,764 peaks, CTCF RIS - 53,563 peaks, cohesin RAD21 growing - 26,374, cohesin RAD21 RIS - 24,355).

### Sequencing depth

All experiments involved reads of length 50; SLX-12520, SLX-15808 and SLX-15809 were single-end and SLX-18021 and SLX-17459 were paired-end.

Number of uniquely aligned reads for each condition:

CTCF (Growing): 36622966, 28481947, 33678492, 70059087

CTCF (RIS): 30059687, 29453455, 24921054, 68382611

CTCF (TNF $\alpha$  treatment): 64658657, 71766990

CTCF (RIS + DRB treatment): 82859607, 71922128

Cohesin (RAD21 Growing): 14828639, 14021002, 78736472, 68367908

Cohesin (RAD21 RIS): 60764643, 71558651, 96829246, 91280349, 82977231

Cohesin (SMC3 Growing): 15038851, 113541102, 66107504

Cohesin (SMC3 RIS): 69266728, 19429200, 70856937

Cohesin (RAD21 TNF $\alpha$  treatment): 76546983, 56675747

Cohesin (SMC3 TNF $\alpha$  treatment): 69161876, 72183753

Cohesin (RAD21 RIS + DRB treatment): 67842130, 63769474

Cohesin (SMC3 RIS + DRB treatment): 48188995, 65494193

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>Cohesin (SMC3 WI38 empty vector): 65306179<br/> Cohesin (SMC3 WI38 pBabeRAS): 64070615<br/> Cohesin (SMC3 IMR90 empty vector): 68306333<br/> Cohesin (SMC3 IMR90 pBabeRAS): 66188745<br/> H3K27ac (Growing): 72578775<br/> H3K27ac (TNFa treatment): 42102471<br/> H3K27me3 (Growing): 85612821<br/> H3K27me3 (RIS): 65618362</p>                                                                              |
| Antibodies              | <p>anti-H3K27ac (Clone CMA309)<br/> anti-H3K27me3 (Clone CMA323)<br/> anti-CTCF (clone D31H12, Cell Signaling Technology, #3418)<br/> anti-RAD21 (gift from Shirahige lab)<br/> anti-SMC3 (Abcam, ab9263)<br/> anti-PolII (Clone C13B9)</p>                                                                                                                                                                       |
| Peak calling parameters | <p>macs2 callpeak -t **ChIPsample.bam** -c **matchedInput** -f BAM -g hs --nomodel --extsize **as determined with ChIPQC** --outdir Peaks/ -n **SampleName**<br/> In the case of H3K27me3 we used the option --broad.</p>                                                                                                                                                                                         |
| Data quality            | <p>Quality of the data was checked using the ChIPQC R Bioconductor package, replicates from the same condition correlated well (above 0.75 Pearson correlation). We generated consensus peak sets defined as peaks which appear in at least two replicates and the number of peaks common between each replicate of control samples was comparable to number of CTCF/cohesin peaks reported in other studies.</p> |
| Software                | <p>We aligned ChIP-seq data using bowtie2, converted the alignments from SAM to BAM format using samtools, removed duplicates and filtered blacklisted regions using samtools and</p>                                                                                                                                                                                                                             |

How the deposited data were processed for this re-analysis (not part of the article)

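Hi-C was analysed in 3 growing and 2 RIS libraries of IMR90 ER:HRAS-G12V cells, growing replicate 3 with an added MSCV vector, and capture Hi-C in 2 growing and 2 RIS libraries. RIS cells had received 100 nM 4OHT for 6 days. The authors aligned the reads to hg19 with HiC-Pro, removed artefacts and duplicates, and deposited the signal of each library as ICE-balanced contacts per pair of bins, 40 kb for Hi-C and 10 kb for capture Hi-C. Every pair of bins is listed in both orientations, and 1 of them was kept. Each Hi-C library had been brought to the same total, and its bins had equal sums. The capture libraries kept different totals. Dividing by 1 factor per bin returned whole contacts for at least 99.8% of the values of each of the 9 libraries. The tolerance was 0.05 for small counts and grew in proportion to larger ones, so the check says nothing about the largest counts. Among small counts alone, held to 0.05 throughout, the share was also at least 99.8%. These recovered contacts served as the depth and as input to alternatives chosen after the data were seen.

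Hi-C values were scaled to the mean number of valid interactions in Supplementary Data 2, and capture values to the mean total over the pairs within captured regions. The stratum-adjusted correlation used 5 bins of smoothing to each side and distances up to 5 Mb. TADbit was not at hand, so borders came from an insulation score with a 520 kb window and a prominence of 0.1. Compartments came from the first component in 120 kb bins, the nearest multiple of 40 kb above the paper's bin, on 23 chromosomes. In 113 of 115 combinations of chromosome and library it had the highest correlation with gene density of the components compared. The compartment contrast compared the 20% of bins with the highest and the 20% with the lowest scores, at distances beyond 2 Mb.

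Pairs of bins were tested with limma on log2 values with a pseudocount of 0.5, after loess normalization on abundance with a span of 0.3 and 4 iterations, with Benjamini-Hochberg adjustment at 5%. The smallest mean scaled value was 5 at 40 kb, up to 2 Mb, 10 at 200 kb, beyond 2 Mb, and 5 at 10 kb. For an enhancer and a promoter joined by several bin pairs, the mean log2 fold change, the mean standard error and the smallest adjusted p were taken. The paper's diffHic tests need counts at several resolutions, so they were not repeated. Groups of single values were compared by two-sided exact permutation tests, whose smallest p is 0.1 for Hi-C and 0.333 for capture Hi-C. Leaving out a library can leave a group with 1 library, which limma then takes to vary like the other group.

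The tests were tried on simulated data, with 200 of 20000 pairs changed by a factor of 2. At 40 kb limma on log2 values found 12 and voom 61 of these, and at 200 kb 4 and 66. In simulated capture data limma found 0 and voom 139. With an added dispersion of 0.02, limma found 0 in each of the 3 cases, and voom 24, 28 and 82. At most 10 unchanged pairs were called in any case. On simulated matrices 96.7% of 30 borders were found within 1 bin, and 100% of 600 bins were placed on the simulated side of the first component.

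The genes and regions named are those the paper names at a Hi-C or capture Hi-C result, the 10 TADs of Supplementary Data 3, and the 5 domains with the most called pairs at 40 kb. As limma on balanced values called pairs in 1 domain only, the last were taken from voom, after the data were seen. Gene positions came from a GRCh37 annotation. Alternatives covered the normalization, pseudocount, minimum value, distance, window, bin size, blocks for replicate number or duplicates, and each library left out in turn. ChIP-seq and RNA-seq were not analysed here. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and R 4.3.3 with limma 3.58.1.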

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

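The tests of coverage, of thinned contacts, of libraries of nearest depth and of dangling ends at the GFRA2 domain were chosen only after results were seen.

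The domain of growing cells on chromosome 8 from 20280001 to 21760000, which holds GFRA2, is not among the TADs of Supplementary Data 3. It drew attention because voom on recovered contacts, a test added after the data were seen, called 60 pairs of 40 kb bins in it, all higher in RIS. Other groupings of the 5 libraries gave at most 12 pairs in the whole genome. limma on balanced values called 0 pairs in this domain, and 2 pairs in the whole genome against 229537 with an unadjusted p under 0.05. The log2 of the mean observed/expected contact was 0.67 ± 0.05 (SD, n = 3 libraries) in growing and 0.91 ± 0.02 (SD, n = 2) in RIS cells (exact permutation test, two-sided, p = 0.1, the smallest possible).

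More contacts seen at these bins in RIS would leave balanced values alike, but these rose by 0.24 while the coverage before balancing rose by 0.10 relative to the median bin. Contacts thinned to the same number per library, without balancing, rose by 0.41, but thinning leaves a ratio of observed to expected contacts as it is, so this decides nothing about a difference in depth between the conditions. The libraries of the 2 conditions nearest in depth are growing replicate 1 and RIS replicate 2 by recovered contacts, and growing replicate 2 and RIS replicate 1 by valid interactions. They differed by 0.19 and 0.24, while the RIS libraries differed by 0.022, which argues against contacts that follow the depth of a library. The share of dangling ends also differs between the conditions. A change in proportion to it would part the RIS libraries by 0.12 instead of 0.022, a gap of 2.13 SD of the growing libraries, which does not decide. Dangling ends and a change of these contacts in RIS both stay open.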

How the results depend on the processing

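The tests by voom, by weights from recovered contacts, on recovered or thinned contacts and with the component closest to gene density, the MMP pairs, and leaving out libraries for voom counts, parts of TADs and the TADs listed 3rd to 10th were chosen only after results were seen. The other alternatives were set before the data were examined. Of 437 values under the latter, for 85 results with alternatives of either kind, 397 kept their direction and their side of the threshold or stayed within the spread or 1.5 times the count, 34 moved and 6 changed sign. Of the 295 values under added alternatives 222 did so, 51 passed the threshold that the reported value did not, 17 moved and 5 changed sign. Exact tests here cannot pass 0.05, so an unchanged p says nothing about stability.

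The replicate similarity, the compartment agreement, the share of contacts between chromosomes, the NRG1 and HMGA2 TADs and the contrasts at the IL1 and MMP loci kept their direction under every alternative run, which moved the split points by 10 kb only. Without smoothing, though, the replicate similarity of pairs with RIS replicate 2 overlapped that of pairs within a condition. Among all split points, the change of the contrast was below 0 at 8 of 17 for IL1 and 23 of 60 for MMP. For borders, the 320 kb window gave a mutual information of 0.984, 79.9% at the same bin and 89.7% within 1 bin. The 2 classes of border and other bins gave 0.542, a different measure by construction. Leaving out single libraries gave 0.983 to 0.985, 77.8% to 82.2% and 89.4% to 92.0%. The share of cis contacts beyond 2 Mb changed by 0.146 percentage points, but by -1.23 without RIS replicate 1, -0.110 without growing replicate 1 and 1.52 without RIS replicate 2; the cause was not tested.

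At 40 kb the 2 pairs became 4 with scaling to the total only, 6 with a pseudocount of 2 and 0 with a replicate block by limma, where 182066 pairs had an unadjusted p under 0.05. Without single libraries limma gave from 0, without growing replicates 1, 2 or 3, to 7300 without RIS replicate 2, with 1510 without RIS replicate 1. Weights from recovered contacts gave 2260 and voom 25639, which ranged from 1586 without RIS replicate 2 to 18727 without growing replicate 3. Beyond 2 Mb, the 59583 pairs became 29401 with centring at each distance, 23953 of 170176 pairs tested with a minimum of 30, fewer by construction, and 106715 by voom. Without single libraries limma gave 20671 without growing replicate 2 to 44021 without RIS replicate 2, and voom 39732 without RIS replicate 2 to 93502 without growing replicate 1. In the capture data limma called 0 pairs under each alternative set beforehand, with 55030 at an unadjusted p under 0.05. Weights gave 9486 and voom 42840, which ranged from 16514 without growing replicate 2 to 40561 without RIS replicate 2. Domains with a called pair went from 1 to 736 with weights and 3619 by voom. Without single libraries limma gave 0 without growing replicates to 734 without RIS replicate 2, and voom 657 without RIS replicate 2 to 3478 without growing replicate 3. Beyond the smaller sets named, the cause was not tested. Groups of 3 and 2 libraries are too small to exclude chance by regrouping. The other 9 groupings gave at most 8 pairs by limma and 12 by voom at 40 kb, and 2 and 1 beyond 2 Mb.

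In the 40 kb Hi-C bins, 7 of 12 IL1 contacts had the direction in Supplementary Data 5, instead of 11. There IL1B changed by 0.35, 0.18 and 0.18 with the enhancers from 113490367, 113526329 and 113552008, CKAP2L by 0.013 with that from 113680601, and MMP1 by 0.41 and 0.017 with those from 102628351 and 102845229. MMP1 with the enhancer from 102948701 changed by -0.15 without RIS replicate 2 to 0.33 without RIS replicate 1. The TAD listed 3rd changed by -0.035 without RIS replicate 2 to 0.0027 without growing replicate 3, and was also above 0 without RIS replicate 1. The Spearman correlation with Supplementary Data 5 was 0.645 with scaling to the total only, 0.726 by voom, and 0.607 without RIS replicate 1 to 0.708 without RIS replicate 2. For all of these the cause was not tested.

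Of 200 simulated 2-fold changes at 40 kb, limma found 12 and voom 61. Of the 31 with a mean of at least 50 contacts they found 11 and 28, so both found a larger share of the deeper pairs. In simulated capture data limma found 0 and voom 111 of 112 such pairs, so more contacts alone did not let limma find them. Deviations of same-numbered growing and RIS libraries from their means had correlations of 0.003 in the capture data, so the numbers were not treated as pairs.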

Differences from the paper's values

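The tests by voom, by weights from recovered contacts and of the MMP pairs were chosen only after results were seen.

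The paper's number of TADs in RIS is 3535, and 5591 domains were found here. Of the alternatives set before the data were examined, the 800 kb window (4804) and the prominence of 0.2 (4444) came within 1.5 times the paper's number. The 320 kb window (7097) and leaving out any single library (5523 to 5783) did not. The paper's number of TADs with significant changes is 2645, of which the paper's 1621 lay in A compartments, against 1 and 0 here by limma on balanced values, the 1 resting on pairs with at most 4 recovered contacts in a library, with 229537 pairs of bins at an unadjusted p under 0.05. None of the alternatives set before the data were examined came close, the nearest being 734 and 265 without RIS replicate 2, then 184 and 70 without RIS replicate 1. voom on recovered contacts, chosen after seeing the values, gave 3619 and 2046, within 1.5 times, while weights, also chosen then, gave 736 and 351. The paper's 870 altered enhancer-promoter pairs in the capture data involve the paper's 149 genes, against 0 pairs and 0 genes here by limma, with 55030 pairs of bins at an unadjusted p under 0.05. The alternatives set before the data were examined also gave 0 and 0. voom, chosen after seeing the values, gave 237 of 285 different pairs and 110 genes, the latter within 1.5 times the paper's, and weights, also chosen then, gave 74 and 35.

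For single enhancer-promoter contacts, 29 of 36 log2 fold changes differed from the mean of the paper's values in Supplementary Data 5 by more than the SD between replicates. In 26 of these the sign was the paper's and the change here was smaller, and in 3 the sign was opposite. The paper's values come from counts in HindIII fragments, or for INHBA in bins finer than 40 kb, and were listed only where significant. Values here are means over balanced pairs of 10 kb bins, or of 40 kb bins for INHBA. These are unlike measures, so smaller changes here do not by themselves count against the paper's values.

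At the IL1 locus 10 of 12 contacts differed. IL1A had a log2 fold change of 0.33 for the enhancer from 113490367 against the paper's 0.62 and 0.19 for the enhancer from 113552008 against the paper's 0.67. It was -0.27 for the enhancer from 113624590 against the paper's 0.58. IL1B had a log2 fold change of -0.40 for the enhancer from 113490367 against the paper's -0.71 and -0.64 for the enhancer from 113526329 against the paper's -0.77. It was -0.32 for the enhancer from 113552008 against the paper's -0.66 and 0.59 for the enhancer from 113680601 against the paper's 0.78. CKAP2L had a log2 fold change of 0.20 for the enhancer from 113490367 against the paper's 0.43 and -0.76 for the enhancer from 113624590 against the paper's -0.90. It was -0.32 for the enhancer from 113680601 against the paper's -0.65.

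At CCNA2 4 of 5 contacts differed. CCNA2 had a log2 fold change of -0.36 for the enhancer from 122589364 against the paper's -1.0004 and -0.45 for the enhancer from 122606851 against the paper's -0.89. It was -0.29 for the enhancer from 122631003 against the paper's -0.86 and -0.027 for the enhancer from 122705551 against the paper's -0.56.

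At INHBA, in 40 kb bins, 10 of 13 contacts differed. INHBA had a log2 fold change of -0.68 for the enhancer from 40611096 against the paper's -1.16 and -0.69 for the enhancer from 40787155 against the paper's -1.69. It was -0.59 for the enhancer from 40846923 against the paper's -1.24 and -0.57 for the enhancer from 41023950 against the paper's -1.56. There were values of -0.25 for the enhancer from 41135051 against the paper's -0.90 and -0.33 for the enhancer from 41371462 against the paper's -2.02. It was 0.20 for the enhancer from 41530545 against the paper's 1.06 and 0.21 for the enhancer from 41575996 against the paper's 1.22. There were values of -0.43 for the enhancer from 41708801 against the paper's -0.57 and 0.82 for the enhancer from 41864251 against the paper's 1.20.

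At the MMP locus 5 of the 6 contacts of MMP1 and MMP3 differed. MMP1 had a log2 fold change of 0.15 for the enhancer from 102601736 against the paper's -0.42 and -0.21 for the enhancer from 102628351 against the paper's -0.45. It was -0.28 for the enhancer from 102845229 against the paper's 0.55 and 0.088 for the enhancer from 102948701 against the paper's 0.60. MMP3 had a log2 fold change of 0.35 for the enhancer from 102845229 against the paper's 0.91.

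Among the alternatives set before the data were examined, IL1B with the enhancer from 113526329 came within the error without growing replicate 1 or RIS replicate 2, IL1B with that from 113680601 without growing replicate 2, and INHBA with that from 41708801 without growing replicate 1 or RIS replicate 2. The other 26 differed under all of them, where any was set. voom, chosen after seeing the values, brought IL1B with the enhancer from 113490367 and CCNA2 with that from 122606851 within the error. For MMP1 with the enhancer from 102948701, leaving out RIS replicate 1 and the 40 kb Hi-C bins did so, also chosen after seeing the values.

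The paper describes the contacts of NRG1 within its gene body and nearby as nearly all gone in RIS. Here the change was -1.22 on the log2 scale within the part of the gene inside the TAD, and -0.15 within the whole gene body. The paper finds almost no change of A/B compartments, while the share of A bins went from 44.2% to 49.8% here. The paper ranks the NRG1 TAD first and the HMGA2 TAD second. By voom, chosen after seeing the values, the HMGA2 domain came 3rd with 62 of 231 pairs, after a stretch on chromosome 5 with 64 of 6216. That stretch spans 4480 kb, against a median domain of 440 kb, and may not be a single domain. Its 6216 pairs include bins more than 2 Mb apart, which were not tested. The 3rd place of HMGA2 is therefore no firm difference from the paper. Among the 10 listed TADs, that listed 8th had the most voom pairs, 69 of 741, against 62 of 231 in the NRG1 TAD and 61 of 210 in the HMGA2 TAD. Over the listed contacts of the IL1 genes 11 of 12 had the paper's direction, with IL1A and the enhancer from 113624590 as the exception. Of the 6 contacts of MMP1 and MMP3, 4 had the paper's direction. All compared capture pairs of MMP10 and MMP12 also had it on balanced values.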

Other observations

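The tests of thinned and of unbalanced contacts, of libraries of nearest depth, of random ligation, of classes of duplicates, of dangling ends, of sign changes at an equal share of A and of called pairs against coverage were chosen only after the results were seen.

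Contacts beyond 2 Mb were compared between the 20% of bins with the highest scores (A) and the 20% with the lowest (B). The contrast of contacts within classes over those between them was 10.9 ± 0.982 (SD, n = 3 libraries) in growing and 21.6 ± 0.209 (SD, n = 2) in RIS cells (exact permutation test, two-sided, p = 0.1, the smallest possible). Without single libraries the difference stayed between 10.1 and 11.0. The observed/expected contact between B regions went from 2.79 to 4.06, that between A and B from 0.200 to 0.126, and that between A regions from 1.57 to 1.38. By distance, contacts between A regions changed by factors of 0.993, 1.02 and 1.03 from 2 to 5, 5 to 10 and 10 to 20 Mb, with overlapping libraries, and by 0.938 and 0.812 from 20 to 50 Mb and beyond 50 Mb.

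Several explanations were weighed. Growing libraries thinned to the depth of the shallowest RIS library reached at most 11.2, against at least 20.2 in RIS, but thinning leaves such a ratio as it is, so this decides nothing about shallower RIS libraries. In the pairs of nearest depth, growing replicate 1 with RIS replicate 2 by recovered contacts and growing replicate 2 with RIS replicate 1 by valid interactions, the contrast still differed by 9.89 and 10.4, while the RIS libraries differed by 0.296. This argues against a contrast that follows the depth of a library. Without balancing the difference was 9.85, so balancing by the authors does not account for it. Both RIS libraries lay above all growing libraries on 23 of 23 chromosomes, so it does not rest on a few chromosomes. Random ligation in the growing libraries would lower contacts between A regions there, but RIS minus growing was -0.197. This difference came from beyond 20 Mb, where it was -0.262 with both RIS libraries below all growing libraries, which argues against random ligation at those distances. From 2 to 20 Mb it was 0.025 with overlapping libraries. Random ligation in the growing libraries would also raise their share of contacts between chromosomes, but RIS minus growing was 2.11 percentage points, with every growing library below both RIS libraries, which argues against it as the whole cause at these distances too. Among libraries with few duplicates the difference was 10.3 and among those with many it was 11.7. The lowest share of dangling ends in RIS exceeded the highest in growing cells by 6.43 percentage points, so this share and the condition cannot be told apart by it alone. Yet the RIS libraries, whose shares differ by 5.67 points, differed in contrast by 0.296, where a change in proportion to the share would give 5.39. This argues against such a graded effect of dangling ends, while an effect alike in both RIS libraries stays open. Contacts between B regions rose and those between A and B fell in 5 of 5 classes of distance. More frequent contacts among B compartment regions at every distance in RIS describe this pattern, and their count is no test of its cause. Dangling ends with such an effect and a change in RIS stay open. Growing replicate 3, which carried an MSCV vector and is the growing library with many duplicates, had the lowest contrast, 9.80, and without it the difference was 10.1.

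The sign of the score differed between conditions in some bins even with an equal share of A, in 5.86% of bins against at most 3.95% between replicates. This argues against a mere shift of the zero point. No further explanation was tested.

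The coverage of the NRG1 part of its TAD changed by -0.023 on the log2 scale while contacts changed by -1.22, and that of HMGA2 by -0.038 while contacts changed by -1.34. Fewer contacts seen at these bins therefore do not account for the loss. A change in proportion to the share of dangling ends would part the RIS libraries by -0.61 at NRG1, where they differed by 0.0033, which argues against it. At HMGA2 it would part them by -0.68, and they differed by -0.40, so it stays open there. An effect of dangling ends alike in both RIS libraries was not excluded at either locus. Dangling ends also separate the conditions in the capture libraries, where no such effect was tested.

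Of the pairs called by voom on recovered contacts, 99.7% at 40 kb and 95.5% at 10 kb changed in the same direction on balanced values. This argues against bins seen at different depth as the whole cause of the calls. The median size of the change in coverage was 0.10 at 40 kb and 0.19 at 10 kb, against log2 fold changes of 0.71 and 0.55 on recovered contacts and of 0.56 and 0.34 on balanced values. Coverage changed by less than 50% of the log2 fold change in 95.5% of the calls at 40 kb but in 69.9% at 10 kb, so how much of the capture calls comes from coverage stays open.

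In 1202 domains with at least 5 pairs called by voom, all called pairs went the same way in 958 (79.7%), against at most 64 in 1000 shuffles, which ignore that neighbouring pairs share bins. The insulation at borders relative to their flanks was -0.56 in growing and -0.63 in RIS libraries (exact permutation test, two-sided, p = 0.1). The share of contacts between chromosomes was 7.93% ± 0.297 (SD, n = 3 libraries) in growing and 10.0% ± 0.210 (SD, n = 2) in RIS libraries (exact permutation test, two-sided, p = 0.1), with differences of 2.11 and 2.28 percentage points among libraries with few and with many duplicates. The share of cis contacts beyond 2 Mb was 20.3% and 20.4% (exact permutation test, two-sided, p = 1), with differences of 1.62 among libraries with few and -1.42 among those with many duplicates. It was -1.23 without RIS replicate 1 and 1.52 without RIS replicate 2.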
